# Genome-wide CRISPR interference screen identifies *Clip2* as a novel regulator of osteocyte maturation and morphology

**DOI:** 10.1016/j.jbc.2026.113075

**Published:** 2026-04-27

**Authors:** Courtney M. Mazur, Parthena E. Kotsalidis, Majd George, Tom Whalley, Tadatoshi Sato, John G. Doench, Lauren E. Surface, Marc N. Wein

**Keywords:** genome-wide CRISPR screen, osteocyte, cytoskeleton

## Abstract

Osteocytes play critical roles in bone, making them attractive targets for therapeutics aimed at improving bone mass and strength. The genes driving osteocyte maturation and function are not fully understood. Here, we aimed to identify novel genes responsible for osteocyte differentiation and dendrite development by performing a genome-wide CRISPR-interference (CRISPRi) screen in the Ocy454 osteocyte-like cell line. We identify CD61 (integrin β3) as a marker of osteocyte maturation: surface CD61 expression increases during osteocyte maturation, and CD61^high^ cells express higher levels of osteocyte marker genes. We then developed a flow cytometry-based assay to quantify surface CD61 protein levels as a phenotypic endpoint for functional genomic screening. In a genome-wide screen, we identified *Clip2*, which encodes a microtubule-binding protein, as one of dozens of genes necessary for CD61 expression. *Clip2* inhibition decreased surface CD61 expression, reduced expression of osteocyte-specific genes *Dmp1* and *Sost*, and impaired dendrite morphology *in vitro*. Together, these results highlight the utility of surface CD61 as a marker of osteocyte maturity and identify the role of the microtubule cytoskeleton for osteocyte differentiation, form, and function.

Osteocytes play critical roles in local mineral remodeling, mechanosensation, bone cell coordination, and endocrine signaling (1, 2). Ablation of osteocytes leads to porous, fragile bone (3). As osteocytes are post-mitotic, long-lived cells, proper differentiation and morphogenesis have long-term effects on osteocyte function and bone strength. Osteocyte differentiation involves transcriptional and morphologic changes as osteoblasts embed into bone. Although marker genes expressed at different stages of osteoblast-to-osteocyte differentiation have been described (4, 5, 6), the genes that drive osteocyte differentiation and mature morphology remain largely unknown.

Key among the defining characteristics of osteocytes are the numerous dendritic projections extending from each cell body. Dendrites extend through a network of canals in bone, allowing connection to nearby cells *via* gap junctions (7, 8). They also massively increase the surface area of osteocytes and house mechanosensitive structures that respond to bone loading (9, 10). Previously, osteocyte dendrites have been described primarily as actin-rich and actin-dependent structures, with short-term depolymerization of microtubules having little effect on dendrite morphology (11, 12). However, microtubules contribute to cytoskeletal tension and mechanosensitivity in osteocytes (13, 14, 15), and the role of tubulins and intermediate filament proteins in the extension and long-term maintenance of osteocyte dendrites has not been explored. This leaves open questions regarding the roles of cytoskeletal proteins and their binding partners in establishing osteocyte dendrites and maintaining their functional phenotypes.

Recent work has aimed to define an osteocyte-specific transcriptome that highlights the differences between osteocytes and other cells in the osteoblast lineage (5, 6, 16). However, the transcriptional changes that drive osteocyte differentiation and acquisition of their dendritic morphology have not been studied at the genome-wide level. Genome-wide clustered regularly interspaced short palindromic repeats (CRISPR)-mediated screens are a high-throughput strategy to measure the effects of individual genetic perturbations on cell viability or phenotype (17). Optimized and modified Cas9 enzymes now allow for gene ablation through double-strand breaks (18), transcriptional inhibition and activation (19), and base editing (20). Pooled CRISPR-based screens have been rapidly adopted to uncover genes controlling drug resistance (17), cell proliferation & maturation (21), protein trafficking (22, 23), and cell shape (24), but genome-wide screens investigating the osteogenic lineage (21, 25, 26, 27) have not studied differentiation beyond osteoblasts.

Here, we sought to identify novel genes responsible for osteocyte differentiation and dendrite development by performing a genome-wide CRISPR-interference (CRISPRi) screen in the Ocy454 osteocyte-like cell line. We developed a flow cytometry-based assay to quantify surface CD61 as a marker of osteocyte maturation and validated our screening results through quantification of osteocyte-specific gene expression and dendrite morphology *in vitro.* Together, these results highlight the utility of surface CD61 as a marker of osteocyte maturity and identify a role of the microtubule cytoskeleton in osteocyte differentiation, form, and function.

## Results

### CD61 is a marker of osteocyte maturity

First, to perform a flow cytometry-based phenotypic CRISPR screen, we aimed to identify a surface marker to distinguish the differentiation state of osteocytes. We interrogated gene expression data from two different *in vitro* differentiation assays which capture, to some degree, the osteoblast-to-osteocyte transition: Ocy454 cells cultured at 37 °C for 14 days *versus* 1 day and MC3T3-E1 cells cultured in 3D collagen gels compared to growth in 2D on standard polystyrene tissue culture dishes. 

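RNA from Ocy454 cells, a conditionally immortalized mouse line with osteocyte-like properties, was sequenced at days 1, 7, 10 and 14 of differentiation with 2 biologic replicates per day, giving 8 libraries. The authors mapped the reads to the mouse reference genome with STAR, counted them with HTSeq-count and deposited the counts of 39179 genes scaled to a library total of 1000000 (CPM), with no further scaling between libraries. The paper's text does not name the genome build or the annotation behind it. In all, 99.998% of the CPM values were whole multiples of the value of 1 read, which gave back the number of reads counted on genes in each library. These were 33877054 and 31882414 reads at day 1, 33341397 and 28408577 at day 7, 30457415 and 31026870 at day 10, and 34311238 and 27518605 at day 14. Replicates of the same day differed by more than counting noise, with a chi-square value of 2.45 to 7.24 per gene where counting alone gives about 1, and were kept as separate samples. Values of log2(CPM + 1) were compared with day 1 by limma with a mean-variance trend, with all 8 libraries sharing one estimate of the spread. The filter was the paper's, a CPM above 1 in at least 1 library, and left 12725 genes. Genes were called differentially expressed at a Benjamini-Hochberg adjusted p below 0.01 and a Log2FC above 1 or below -1. Fold changes are on the log2(CPM + 1) scale, where the added pseudocount of 1 makes the change of a gene at low CPM smaller than its ratio of CPM. The MC3T3-E1 cultures were not analysed here.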

Ocy454 osteocyte-like cells are conditionally immortalized due to constitutive expression of the thermosensitive large T antigen. Thus, these cells divide at 33 °C and stop dividing and upregulate osteocyte-like gene expression patterns over time at 37 °C (Figs. 1*A*, S1, *A*–*D*, Data S1) (28). 

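Compared with day 1, limma called 571 genes higher and 588 lower at day 7, 771 higher and 563 lower at day 10, and 956 higher and 751 lower at day 14. At day 14 a count test (edgeR's quasi-likelihood test) on the recovered reads gave 1334 higher and 956 lower, a pseudocount of 0.1 gave 1269 higher and 972 lower, and a filter on a mean of at least 5 CPM gave 709 higher and 572 lower. Genes with a mean of at least 5 CPM and replicates that did not overlap between day 1 and day 14 were then ranked by Log2FC. The largest increases were in *Egln3*, from 2.59 ± 0.426 to 450 ± 6.10 CPM (SD, n = 2), and in *Ndufa4l2*, *Gpr35*, *Col22a1* and *Car9*, with Log2FC between 6.18 and 6.98. The largest decreases were in *C1qtnf3*, from 175 ± 4.89 to 2.41 ± 0.191 CPM (SD, n = 2), and in *Ogn*, *Col7a1*, *Npr3* and *Col6a5*, with Log2FC between -5.69 and -3.66. Among these 10 genes the largest adjusted p was 7.3e-20 in limma's test. The order of the increases depends on the pseudocount. By ratio of CPM *Gpr35* rose 282-fold and *Egln3* 174-fold, and *Sost*, with 0 reads at day 1, reached a Log2FC of 12.14 in edgeR. A list of bone formation genes was written before the data were examined. Its 37 tested genes had a median Log2FC of 1.28 at day 14, and 32 of them were higher than at day 1. As a set they ranked above the other genes in limma's camera test with a preset inter-gene correlation of 0.01 (p = 4.4e-10, adjusted over 9 lists). The fry test gave an adjusted p of 2.1e-07. It tests the list on its own and does not compare it with other genes. Of the 37 genes, 20 were called higher and 2 lower, and the total of 22 was the same when adjusted over the list alone and over all genes tested. The list holds 4 genes that the paper itself names from these libraries.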

3D culture of MC3T3-E1 osteoblastic cells induces growth of long dendrite-like cytoskeletal processes and an osteocyte-like transcriptome (5). Significant upregulation of osteocyte differentiation markers *Sp7*, *Dmp1*, and *Phex* was noted in both systems, and *Sost* was significantly upregulated during Ocy454 differentiation (Fig. 1, *A* and *B*).

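*Sp7* encodes a zinc finger transcription factor and lies on chromosome 15 (102265038 to 102279370, minus strand, GRCm39). Its expression rose from 130 ± 1.28 CPM (SD, n = 2) at day 1 to 717 ± 12.7 at day 7, 588 ± 21.1 at day 10 and 664 ± 9.10 at day 14, a Log2FC of 2.34 at day 14 (standard error 0.04, adjusted p = 5.4e-27 in limma with Benjamini-Hochberg adjustment). *Sp7* was thus highest at day 7. *Dmp1*, on chromosome 5 (104345340 to 104361974, plus strand), went from 0.959 ± 0.0627 CPM to 21.4 ± 1.30, 46.7 ± 3.35 and 54.9 ± 3.93 CPM at days 7, 10 and 14 (SD, n = 2). *Phex*, on the X chromosome (155945071 to 156198308, minus strand), went from 0.964 ± 0.278 CPM to 24.6 ± 2.80, 18.8 ± 1.11 and 93.9 ± 3.64 CPM (SD, n = 2), so its value at day 10 lay below that at day 7. The Log2FC at day 14 was 4.83 for *Dmp1* (standard error 0.08, adjusted p = 4.1e-26) and 5.60 for *Phex* (standard error 0.09, adjusted p = 3.3e-26) in the same limma fit. *Sost*, on chromosome 11 (101853284 to 101857847, minus strand), encodes sclerostin. It had 0 of the 65759468 reads of the day 1 libraries, which allows up to 0.0456 CPM, a limit that covers counting error only. It reached 0.664 ± 0.00634 CPM at day 7, 3.35 ± 0.136 at day 10 and 17.7 ± 0.500 at day 14 (SD, n = 2), at least 14.6-fold, 73.5-fold and 388-fold higher than that limit. Because of the pseudocount its fitted Log2FC at day 14 was only 4.22 (standard error 0.13, adjusted p = 1.1e-20, limma), a value that depends on the pseudocount.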

**Figure 1:**
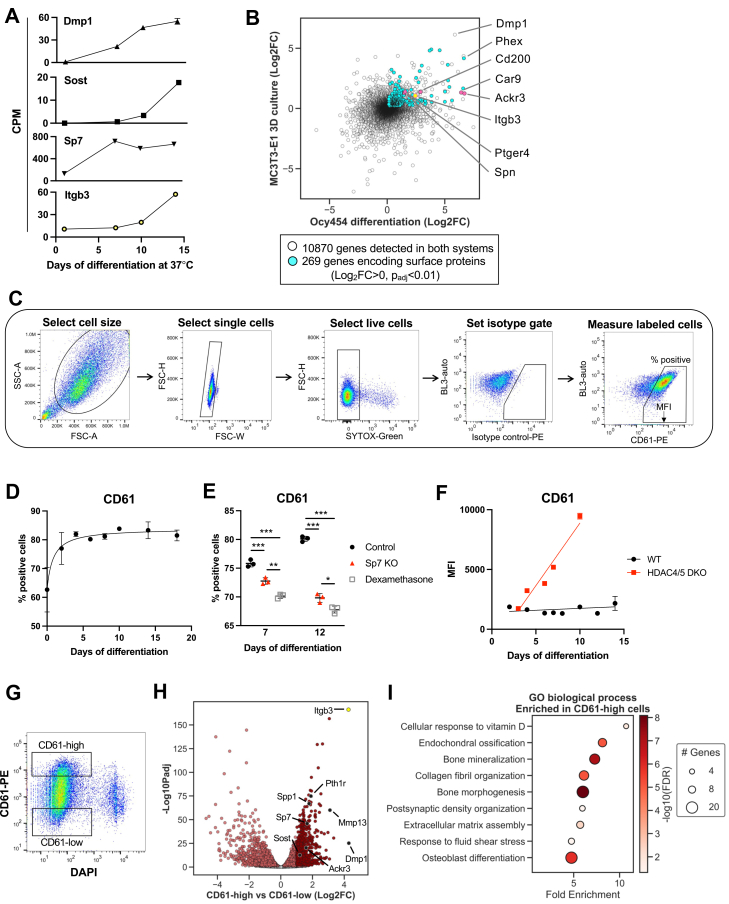
**Identification of CD61 as a marker of osteocyte differentiation.***A*, counts per million (CPM) for select osteoblast-osteocyte lineage marker genes from day 1 to day 14 of Ocy454 differentiation in 2D culture by RNA-sequencing. Error bars show standard deviation for two biologic replicates at each time point. *B*, scatter plot of genes expressed in Ocy454 cell differentiation (x-axis: Day 14 *versus* Day 1) and MC3T3-E1 cell 3D *versus* 2D culture (y-axis). Genes upregulated in both datasets that encode surface proteins are plotted in *cyan* in the *upper right* quadrant. Genes encoding candidate flow cytometry markers are plotted in *magenta*. *Itgb3* (plotted in gold, encodes CD61) was ultimately selected. *C*, flow cytometry gating strategy for CD61 detection in live Ocy454 cells. Percent CD61-positive cells and CD61-PE median fluorescence intensity (MFI) are calculated from single, live (SYTOX-green-negative) cells. *D*, Flow cytometry results show percent of single, live cells labeled with CD61-PE antibody compared to isotype control at a range of differentiation timepoints for wild-type Ocy454 cells. Error bars show standard deviation for all replicates at each time point. *E*, flow cytometry results show percent of single, live cells labeled with CD61-PE antibody compared to isotype control for wild-type Ocy454 cells, *Sp7* knockdown Ocy454 cells, and wild-type Ocy454 cells treated with 1 μM dexamethasone for 24 h. Error bars show standard deviation for three biologic replicates at each time point. ∗*p* < 0.01, ∗∗*p* < 0.001, and ∗∗∗*p* < 0.0001 by two-way ANOVA followed by Sidak’s multiple comparisons tests between cell types at each timepoint. *F*, flow cytometry results show median fluorescence intensity (MFI) of CD61-PE in populations of single, live HDAC4/HDAC5 double knockout Ocy454 cells compared to wild-type Ocy454 cells at a range of differentiation timepoints. Error bars show standard deviation for all replicates of each cell type at each time point. Lines indicate simple linear regression for each cell type, *p* < 0.0001 between genotypes. *G*, flow cytometry gates show the single, live (DAPI-negative) cells with the 10% highest expression of CD61 (CD61^high^) and 10% lowest expression of CD61 (CD61^low^), collected by FACS for RNA-sequencing after 17 days of differentiation at 37 °C. *H*, Volcano plot of 12,088 genes detected in all FACS RNA-seq samples. 564 genes are significantly enriched in CD61^high^ cells with Log2FC > 1 and *p*_adj_ < 0.01, n = 3 per group. *I*, Top gene ontology terms enriched in 564 genes upregulated in CD61^high^ cells.

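For the volcano plot, RNA from 3 CD61 high and 3 CD61 low collections of Ocy454 cells was compared. The authors deposited Salmon's estimated read counts per transcript, and these were summed per gene and rounded to whole numbers. After TMM normalization over all genes, 12077 genes had at least 5 normalized counts in all 6 libraries, the filter of the paper's methods. With edgeR's quasi-likelihood test, 585 of them were higher and 528 lower in CD61 high cells at a Benjamini-Hochberg adjusted p below 0.01 and a Log2FC above 1 or below -1. DESeq2, which is the paper's tool, called 587 genes higher on the same counts, 577 of them shared with edgeR, and 539 lower, 527 of them shared. Scaling by library size alone changed the balance most. It left 314 genes higher and 981 lower, so that 24.2% of the genes called were higher in place of 52.6%, and it moved the median Log2FC of all genes to -0.30. A test against a Log2FC of 1 in place of 0 called 188 genes higher and 213 lower. Leaving out each library in turn gave between 502 and 591 genes higher and between 478 and 539 lower. Genes were then ranked by Log2FC among the 819 that were called, did not overlap between the groups and had a mean of at least 5 CPM. *Itgb3*, *Dmp1*, *Grin2c*, *Mmp13* and *Srpx2* had the largest increases in CD61 high cells, and the last of these rose from 12.9 ± 0.616 to 106 ± 3.89 TMM-normalized CPM (SD, n = 3). The largest decreases, with Log2FC between -5.12 and -4.13, were in *Npr3*, *Ifit1*, *Kitl*, *Ifi44* and *Zfpm2*.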

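The genes for 6 candidate surface proteins were compared between day 14 and day 1 of Ocy454 differentiation. All 6 were called higher at day 14 by limma at the threshold given above. *Ackr3* (chromosome 1, 90131689 to 90144473) and *Car9* (chromosome 4, 43506966 to 43513729) changed most. *Ackr3* rose from 3.26 ± 0.570 to 271 ± 9.20 CPM (SD, n = 2), with a Log2FC of 6.01 (standard error 0.06, adjusted p = 2.2e-30, limma). *Car9* had 2.49 ± 0.194 CPM at day 1 and 252 ± 1.54 CPM at day 14 (SD, n = 2), an adjusted p of 7.7e-33 in the same fit. *Cd200* (chromosome 16, 45202470 to 45229594) increased from 15.0 ± 0.448 to 108 ± 0.368 CPM, a Log2FC of 2.77 (standard error 0.05, adjusted p = 3.5e-25, limma), with a lower value of 62.0 CPM at day 10 than the 97.6 CPM at day 7. *Itgb3*, which encodes the integrin beta-3 subunit CD61, lies on chromosome 11 from 104498826 to 104561302. It had 10.6 ± 0.456 CPM at day 1, 12.4 ± 2.05 at day 7, 19.8 ± 0.224 at day 10 and 57.3 ± 0.433 at day 14 (SD, n = 2). The difference from day 1 was not past the threshold at day 7 (Log2FC 0.20, adjusted p = 0.039, limma) or at day 10 (Log2FC 0.84, adjusted p = 1.9e-09, limma) and was past it at day 14 (Log2FC 2.33, standard error 0.08, adjusted p = 8.5e-19, limma). *Spn* (chromosome 7, 126731404 to 126736995) rose from 12.3 ± 1.67 to 33.6 ± 0.274 CPM (SD, n = 2), a Log2FC of 1.39 (standard error 0.08, adjusted p = 1.9e-14, limma). *Ptger4* (chromosome 15, 5236142 to 5273673) had the lowest expression of the 6 genes at day 14, 4.54 ± 0.00299 CPM against 1.46 ± 0.0665 CPM at day 1 (SD, n = 2), and a Log2FC of 1.17 (standard error 0.13, adjusted p = 1.1e-08, limma).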

From these RNA-sequencing datasets, we identified candidate cell surface proteins encoded by genes that were upregulated in both differentiation systems (*Spn*: CD43, *Ackr3*: CXCR7, *Car9*: CA-IX, *Cd200*: CD200, *Ptger4*: PTGER4, *Itgb3*: CD61) and measured their expression on Ocy454 cells by flow cytometry (Figs. 1*C*, S2, *A*–*D*). An ideal marker would be strongly upregulated over time at 37 °C in Ocy454 cells, detected at high levels on a large percentage of differentiated cells, convenient to use (detected with a commercially available fluorescently conjugated antibody), and physiologically relevant.

Of the candidates tested, integrin beta-3 subunit (*Itgb3,* CD61) best met these criteria (Figs. 1, *D*–*F*, S2*A*). The choice of CD61 as a differentiation marker is bolstered by its physiological relevance in osteocytes. Integrin beta-3 protein is found along osteocyte dendrites *in vivo* (29, 30), is required for a full mechanosensitive response (31, 32), and its expression can be modulated by bone-relevant stimuli. Dexamethasone treatment, a clinically relevant pharmacologic insult that reduces osteocyte viability (15, 33), reduces CD61 expression on Ocy454 cells (34) (Fig. 1*E*). Furthermore, Ocy454 cells lacking *Sp7*, a transcription factor needed for dendrite development (5), express less CD61 than WT cells (Fig. 1*E*). In contrast, Ocy454 cells lacking HDAC4 and HDAC5, which show accelerated differentiation with high expression of *Sost* (35), have increased CD61 expression (Fig. 1*F*).

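CD61 surface labelling was used to sort live Ocy454 cells by flow cytometry, and the 10% of cells with the highest signal (CD61 high) and the 10% with the lowest (CD61 low) were collected from 3 independent groups of cells, giving 6 libraries. The differentiation time is 17 days in the paper's methods and in the legend of Fig. 1G, and 16 days in its results text. The authors sequenced polyA-selected libraries as paired-end reads and quantified them with Salmon against the mouse transcriptome (GRCm39, release 104). The deposited estimated counts total 18815602 to 19029965 per library (median 19026793) in CD61 low cells and 19088772 to 19220064 (median 19098433) in CD61 high cells, above the minimum number of paired-end reads per sample that the paper's methods state. Transcripts were assigned to genes with the GENCODE M39 annotation, an annotation newer than the authors' release. It matched 115556 of the 116747 transcripts in the files, which hold between 99.3% and 99.4% of the counts of each library, and summing gave 35886 genes. The 10 genes with the most counts took 13.2% to 13.5% of each CD61 high library and 7.94% to 8.72% of each CD61 low library. *Col1a1* alone went from 1.96% of the counts in CD61 low to 4.03% in CD61 high cells, and *Col1a2* from 1.23% to 2.58%, both named here after their values were seen. The TMM factors split by group, between 0.895 and 0.909 for CD61 high and between 1.10 and 1.13 for CD61 low libraries, and values below are CPM after this scaling. Replicates of a group differed by more than counting noise, with chi-square values of 7.38 to 21.8 per gene.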

Next, the physiologic significance of surface CD61 expression was explored by performing RNA-sequencing of CD61^high^ *versus* CD61^low^ Ocy454 cells after 16 days of differentiation at 37 °C (Fig. 1*G*). 

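*Itgb3* checks the sort, since it encodes the sorted protein. Its TMM-normalized expression was 5.31, 5.54 and 6.10 CPM in the 3 CD61 low libraries and 130, 100.1 and 104 CPM in the 3 CD61 high libraries. The means were 5.65 ± 0.408 and 111 ± 16.4 CPM (SD, n = 3), a Log2FC of 4.30 (standard error 0.13, adjusted p = 3.3e-08 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, the Log2FC stayed between 4.17 and 4.37, and the lowest value under any other setting was 4.00, with scaling by library size alone.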

As expected, CD61^high^ cells show increased *Itgb3* expression *versus* CD61^low^ cells (Fig. 1*H*). 

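Of the genes tied to bone and its matrix, *Dmp1* had the largest difference between the sorted groups, at 0.594 ± 0.276 CPM in CD61 low and 11.7 ± 3.96 CPM in CD61 high cells (SD, n = 3), with a Log2FC of 4.29 (standard error 0.34, adjusted p = 4.8e-06 in edgeR's quasi-likelihood test). *Mmp13* (chromosome 9, 7272514 to 7283331) went from 3.44 ± 0.504 to 29.7 ± 1.77 CPM (SD, n = 3), a Log2FC of 3.11 (standard error 0.13, adjusted p = 2.0e-07, edgeR). *Pth1r* (chromosome 9, 110550767 to 110576259), *Spp1* (chromosome 5, 104582165 to 104589235), *Sp7* and *Ackr3* had Log2FC of 1.90, 1.79, 1.65 and 1.60, with adjusted p of at most 7.7e-06 in the same edgeR fit. *Pth1r* was the most abundant of them at 1039 ± 37.3 CPM in CD61 high and 278 ± 28.1 CPM in CD61 low cells (SD, n = 3). *Sost* had 15.9 ± 1.63 and 36.4 ± 4.62 CPM (SD, n = 3), a Log2FC of 1.20 (standard error 0.12, adjusted p = 1.9e-05, edgeR). It no longer passed a Log2FC of 1 when scaled by library size alone (0.90) or when tested against a Log2FC of 1.

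Gene ontology enrichment was not repeated here. Gene lists written before the data were examined were tested in its place with limma's camera on the edgeR fit, adjusted over 9 lists. Of 38 bone formation genes, 34 were higher in CD61 high cells, the median Log2FC was 1.28 and the adjusted p was 6.6e-27. In this list, 25 genes were called higher and 1 lower, and the total of 26 was the same when adjusted over the list alone and over all genes tested. The list includes 6 genes that the paper names from these libraries. Of 27 collagen genes, 12 were called higher and 4 lower, again the same total of 16 when adjusted over the list alone, with a median Log2FC of 0.95 and an adjusted p of 0.046 that rose to 0.18 with CD61 low replicate 1 left out. With scaling by library size alone 5 collagen genes were called higher and 5 lower, and fry, which gave 0.017 in the fit reported, gave an adjusted p of 0.62. Of 17 integrin genes, *Itgb3* among them, 5 were called higher and 2 lower, the same total of 7 when adjusted over the list alone. Their median Log2FC of 0.15 had an adjusted p of 0.026, which became 0.076 without CD61 low replicate 1, and the median turned to -0.15 with scaling by library size alone and to -0.04 without the filter on low counts. The integrin list was not tested without *Itgb3*, whose rise follows from the sort, so how far its p rests on that gene stays open. Under fry these 3 lists had adjusted p of 1.4e-04, 0.017 and 0.0020.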

Gene ontology analysis reveals that CD61^high^ cells are enriched for genes related to ossification, ECM organization, and cell adhesion, such as *Dmp1, Sost, Spp1, Mmp13, Sp7, Pth1r,* and *Ackr3* (Figs. 1, *H* and *I*, S3, Data S2). Together, these results support the choice of surface CD61 as a marker of osteocyte maturity for subsequent genome-wide screening.

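The sort and the differentiation time course share no libraries, so their fold changes were compared gene by gene. Across the 11445 genes tested in both, the Log2FC between CD61 high and CD61 low cells and the Log2FC between day 14 and day 1 had a Spearman's rho of 0.54. This is a correlation across genes, which are not independent replicates, and no p is attached to it. With day 7 or day 10 in place of day 14, rho was 0.42 and 0.43. Of the 596 genes called in both experiments, 569 (95.5%) went the same way, 362 of them higher in both CD61 high cells and day 14 cells and 207 lower in both. The remaining 27 went opposite ways, 16 higher in CD61 high cells and lower at day 14, among them *Mmp13*, and 11 the reverse. The 560 genes called higher in CD61 high cells and tested in both experiments had a median Log2FC of 1.56 at day 14, and the 502 called lower had a median of -0.79. The paper points to the higher *Itgb3* expression of CD61 high cells and their enrichment for ossification and matrix genes, together with the flow cytometry of Fig. 1. It states that these results back the choice of CD61 as its maturity marker for the screen.

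**Figure D1:**
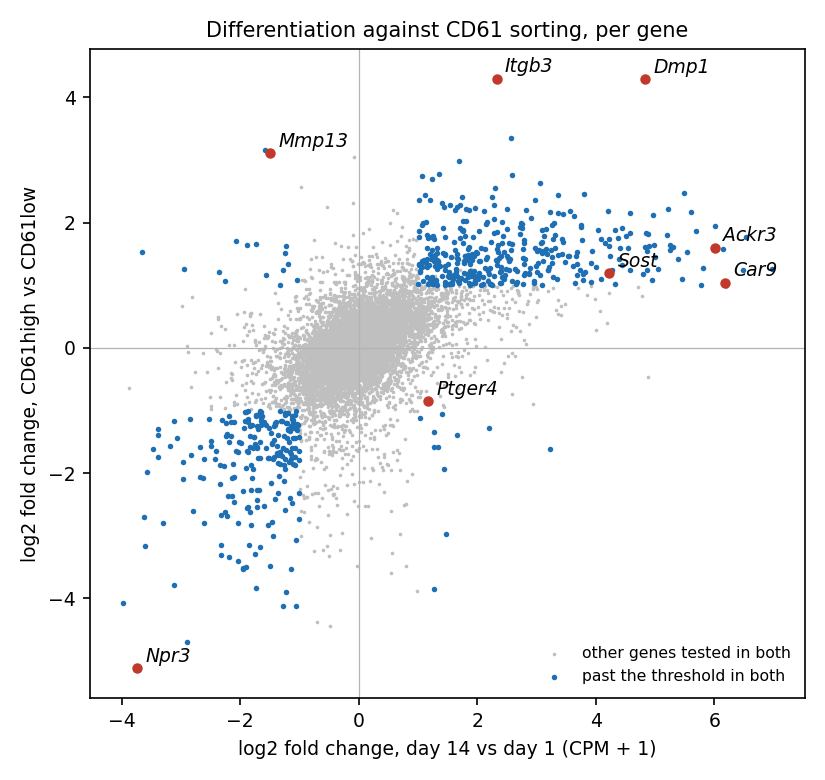
Log2 fold change of each of the 11445 genes between day 14 and day 1 of differentiation (x axis, on log2(CPM + 1)) against its log2 fold change between CD61 high and CD61 low cells (y axis). Blue points are the 596 genes past the threshold in both experiments, which lie mostly in the upper right (362 genes) and lower left (207 genes), and red points mark named genes, with *Mmp13* in the upper left.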

### Design of a genome-wide CRISPRi screen in Ocy454 cells

We aimed to identify genes that, when inhibited, interfere with Ocy454 cell maturation, detected as reduced CD61 surface expression. Due to concerns that double-stranded DNA breaks might affect cell proliferation and differentiation in this long-term assay (36), we chose to perform a CRISPR-interference (CRISPRi) screen. We transduced Ocy454 cells with a BFP-expressing lentivirus expressing nuclease-deficient Cas9 (dCas9) fused with transcriptional repressor KRAB (19, 37), and sorted twice for BFP^high^ cells. Similar to parental cells, the resulting “dCas9-Ocy454 cells” upregulated CD61 between 0 and 10 days of differentiation (Fig. 2, *A* and *B*). To demonstrate the functionality of the dCas9 system, we introduced three unique sgRNAs targeting the *Itgb3* promoter. After 11 days of differentiation, all three sgRNAs reduced the percentage of CD61-positive cells from approximately 70% to 10% (Fig. 2, *C* and *D*).

**Figure 2:**
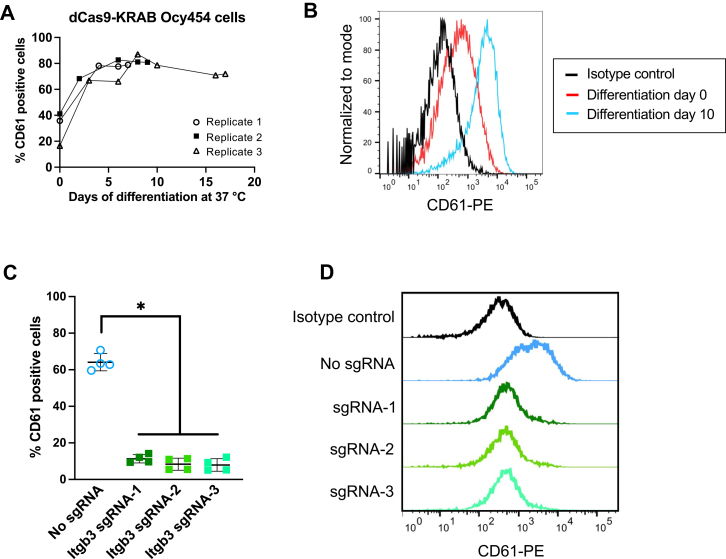
**CRISPRi-mediated CD61 silencing in Ocy454 cells.***A*, flow cytometry results show percentage of single, live dCas9-KRAB-expressing Ocy454 cells labeled with CD61-PE antibody compared to isotype control at a range of differentiation timepoints. Lines connect matched subcultures of cells followed over time. Error bars show standard deviation for two technical replicates in each test. *B*, histograms show intensity of CD61-PE fluorescence compared to isotype control for populations of single, live Ocy454 cells differentiated for the indicated times. *C*, flow cytometry results show percent of single, live dCas9-KRAB-expressing Ocy454 cells labeled with CD61-PE antibody compared to isotype control in cells with no sgRNA and cells expressing sgRNAs targeting the *Itgb3* promoter at differentiation day 11. Each point represents one biological replicate. Error bars show standard deviation. ∗*p* < 0.0001 by one-way ANOVA followed by Dunnett’s multiple comparisons tests *versus* no sgRNA control. *D*, histograms show intensity of CD61-PE fluorescence compared to isotype control for populations of single, live Ocy454 cells expressing sgRNAs targeting the *Itgb3* promoter.

The percentage of cells labeled and labeling intensity of CD61 was insensitive to the volume of antibody used between 0.25 and 2 μl per 1,000,000 cells (Fig. S4*A*). As Ocy454 cells differentiate in 2D culture, they produce an extracellular matrix that must be digested to dissociate cells into a single-cell suspension for flow cytometry. We compared multiple cell dissociation enzymes and found that trypsin resulted in lower median fluorescence intensity of CD61-PE than the other enzymes tested (Fig. S4*B*). However, while all enzymes tested were sufficient to liberate undifferentiated osteocytes, highly concentrated Trypsin-EDTA yielded the most live differentiated cells for analysis (Fig. S4*C*). This made carefully timed application of Trypsin-EDTA the preferred method for liberation of matrix-embedded Ocy454 cells for flow cytometry analysis.

### CRISPRi screen

For screening, we initially aimed to express each of 66,000 sgRNAs in the pooled library in 200 cells (200x representation). To avoid cells simultaneously infected with multiple sgRNA-expressing lentiviruses, we performed titer calculations to achieve lentiviral infection efficiency between 30 and 50% (Fig. S5, *A*–*C*). After pooled library infection and puromycin selection, the heterogeneous population of sgRNA-expressing dCas9-Ocy454 cells proliferated at 33 °C until confluent, then differentiated for 10 days at 37 °C. We labeled cells with CD61-PE antibody and collected live cells with the 10% highest and 10% lowest expression of CD61 (Fig. 3*A*). sgRNAs in the genomic DNA of each population were sequenced to identify putative genes that affected CD61 expression.

**Figure 3:**
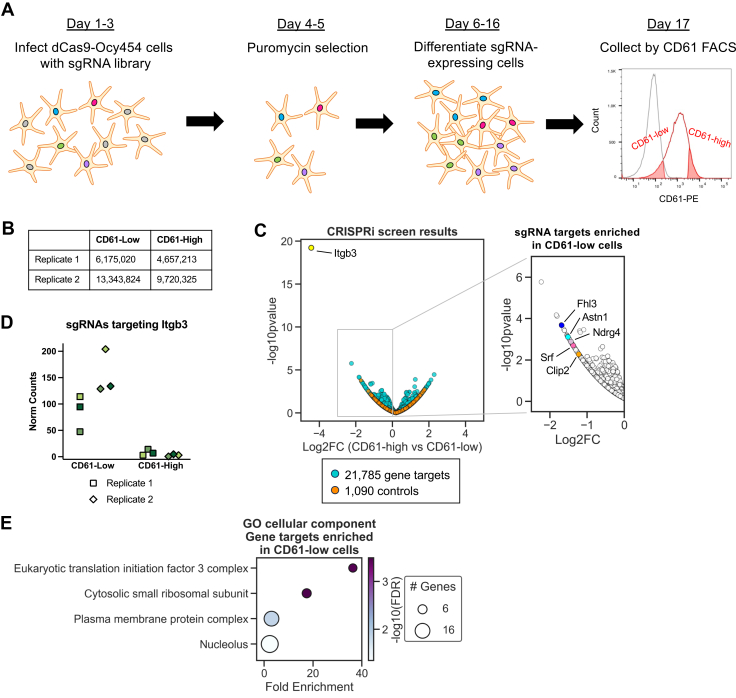
**Overview of CRISPRi screening.***A*, schematic of CRISPRi screen timeline. Histogram represents one replicate of single, live dCas9-Ocy454 cells labeled with CD61-PE antibody (*red line*) or isotype control (*grey line*). *Red shaded* areas indicate the lowest and highest 10% of cells based on CD61-PE intensity. *B*, number of cells collected in CD61^high^ and CD61^low^ groups in each replicate of the CRISPRi screen. *C*, Volcano plot shows CRISPRi screen results for CD61^high^*versus* CD61^low^ groups for both replicates. Each point represents one gene targeted by at least 3 sgRNAs in the pooled screening library. Control points represent groups of three non-targeting or intergenic site-targeting sgRNAs. Inset shows all gene targets enriched in CD61^low^ cells (Log2FC < 0) with top candidates for follow-up labeled. *D*, normalized counts of all sgRNAs targeting the *Itgb3* promoter detected in each replicate of the CRISPRi screen. Colors denote each of three sgRNAs. *E*, Top gene ontology terms from 202 genes targeted by sgRNAs enriched in CD61^low^ cells.

In each of the two independent replicates, 4.6 to 13.3 million cells per group were collected for gDNA isolation and sequencing (Fig. 3*B*). We compared CD61^high^ to CD61^low^ cells and identified 202 gene targets significantly depleted from CD61^high^ cells (enriched in the CD61^low^ group: Log_2_FC < −1, *p* < 0.05), representing genes that are necessary for high CD61 expression and osteocyte differentiation (Fig. 3*C*, Data S3). *Itgb3* was the most significantly enriched gene target in the CD61^low^ group in both replicates, which served as a robust positive control (Figs. 3, *C* and *D*, S5*D*). Genes encoding components of the translation initiation complex (*e.g. Eif3b*) and ribosomal subunit proteins (*e.g. Rpl18*) were also enriched in the CD61^low^ group (Figs. 3*E*, S5, *E* and *F*). Notably, while complete knockout of genes in these categories would likely have been lethal (38) (https://depmap.org/portal), inhibition with dCas9-KRAB maintains cell viability and demonstrates the necessity of the targeted genes and protein products for cell surface CD61 expression. 

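Among the 202 gene targets of Data S3, 184 could be matched by symbol to the differentiation table, and their mean CPM over its 8 libraries was ranked. *Srf* had the highest mean of the 5 genes followed up, 142 CPM (rank 26 of 184), followed by *Clip2* with 61.0 CPM (rank 52), *Ndrg4* with 40.5 CPM (rank 66) and *Fhl3* with 28.2 CPM (rank 81). *Astn1* averaged 1.28 CPM over the 8 libraries (rank 112) and 1.25 CPM, here without TMM scaling, over the 6 sorted libraries. For comparison, the translation and ribosomal targets *Eif3b* and *Rpl18* ranked 10 and 36, and *Itgb3* itself ranked 83. During differentiation *Clip2* (chromosome 5, 134518237 to 134581298, minus strand) had 81.0 ± 0.976 CPM at day 1 and 53.8 ± 2.22 CPM at day 14 (SD, n = 2), a Log2FC of -0.58 (standard error 0.05, adjusted p = 1.2e-10, limma). *Clip1*, its paralog, went from 131 to 81.1 CPM. *Fhl3* (chromosome 4, 124594172 to 124602419) changed from 41.1 ± 2.41 to 21.0 ± 0.352 CPM and *Srf* (chromosome 17, 46857767 to 46867119) from 132 ± 3.64 to 189 ± 4.76 CPM (SD, n = 2), and neither change reached a Log2FC of 1. *Ndrg4* (chromosome 8, 96403608 to 96441747) did not differ, with 43.7 ± 1.06 and 43.2 ± 2.16 CPM (SD, n = 2; adjusted p = 0.82, limma). *Astn1* (chromosome 1, 158189721 to 158519355) fell from 2.67 ± 0.437 to 0.859 ± 0.0190 CPM (SD, n = 2) during differentiation, a Log2FC of -0.98. In the same limma fit *Astn1* was called lower at day 7 and at day 10 (Log2FC -1.03 for both, adjusted p = 1.7e-06 and 1.3e-06). The change at day 14 fell short of the threshold and passed it with a pseudocount of 0.1, with quantile normalization and with edgeR on the recovered reads. The last of these gave the largest day 14 change (-1.60), and the smallest under any alternative was -0.89. The day 7 change fell short after a correction for GC content and transcript length (-0.93). Single libraries left out gave values as small as -0.91 at day 7 and -0.86 at day 10. Between the sorted groups only *Astn1* of these 5 genes was called, with 0.383 ± 0.0555 CPM in CD61 low and 2.29 ± 0.272 CPM in CD61 high cells (SD, n = 3; Log2FC 2.56, standard error 0.29, adjusted p = 5.5e-05, edgeR). *Clip2* had 60.2 ± 3.76 CPM in CD61 low and 54.5 ± 2.21 CPM in CD61 high cells (SD, n = 3), a difference within the overlap of the replicates (Log2FC -0.14, standard error 0.08, adjusted p = 0.146, edgeR).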

Additional gene targets enriched in the CD61^low^ group (genes required for CD61 expression) were chosen for further validation, prioritizing nonessential genes with high expression in Ocy454 cells as determined from mRNA-sequencing of this cell line: *Fhl3*, *Astn1*, *Srf*, *Ndrg4*, and *Clip2* (Fig. 3*C* inset, Data S1 and S2).

### Validation of selected candidates identified in CRISPRi screen *via* shRNA knockdown

We initially used sgRNAs from the screen library to validate screen results in a non-pooled format, however, we noted decreasing dCas9-KRAB activity with serial passage of dCas9-Ocy454 cells over time. These findings led us to use lentiviral-mediated shRNA knockdown as an orthogonal approach to confirm CRISPRi screening findings. We designed at least two independent shRNAs for each target and used shRNA sequences targeting firefly luciferase (FLuc), GFP, and LacZ as controls. Using shRNAs targeting *Itgb3*, we observed robust repression of *Itgb3* mRNA, Itgb3 protein, and CD61 surface labeling at 3 to 10 days of differentiation (6–13 days post-shRNA infection) (Fig. 4, *A*–*E*). Likewise, *Eif3b*-targeting shRNAs reduced *Eif3b* mRNA, eIF3B protein, and CD61 surface labeling (Fig. S6, *A*–*C*), together validating the use of shRNAs for knockdown in these multi-week experiments.

**Figure 4:**
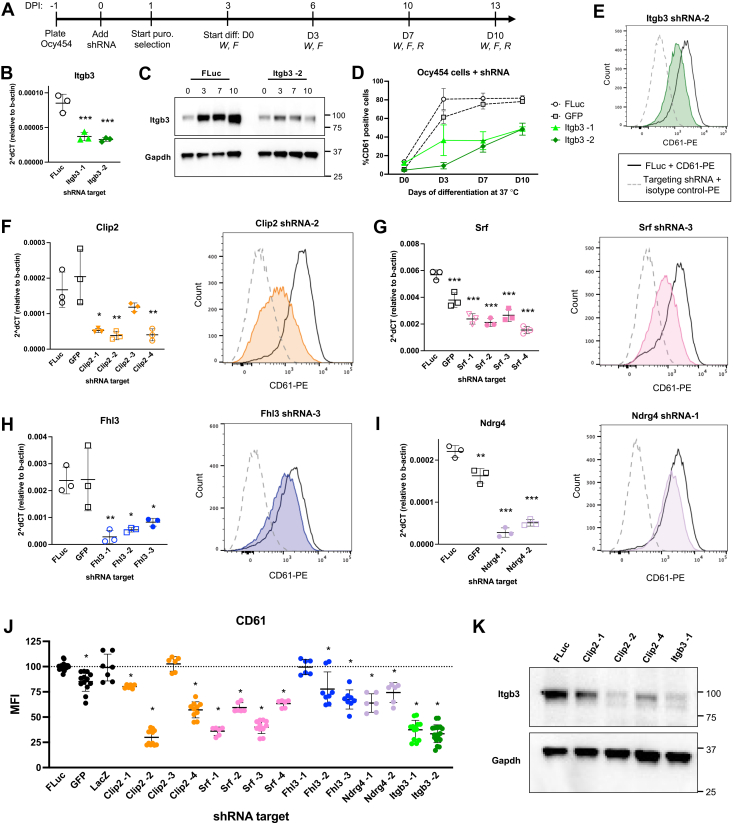
**Confirmation of CRISPRi screening hits using shRNA.***A*, timeline of shRNA infection and analysis. Ocy454 cells were infected with shRNA-containing lentivirus and selected with puromycin (puro). Three days post-infection (DPI), cells were moved to 37 °C to begin differentiation (D0). At differentiation days 0, 3, 7, or 10, cells were collected for analysis by Western blot (W), flow cytometry (F), or qPCR (R). *B*, mRNA expression of *Itgb3* at differentiation day 10 in Ocy454 cells stably expressing the indicated shRNAs. *Lines* show mean ± SD of three biologic replicates. ∗∗∗*p* < 0.001 by one-way ANOVA followed by Dunnett’s multiple comparisons tests *versus* FLuc. *C*, Western blots for Itgb3 and Gapdh at differentiation days 0, 3, 7 and 10 in cells expressing the indicated shRNAs. Molecular weights are indicated in kDa to the *right* of each panel. *D*, flow cytometry results show percent of single, live cells labeled with CD61-PE antibody compared to isotype control at each differentiation timepoint following stable infection with the indicated shRNAs. Error bars show standard deviation for all replicates at each time point. *E*, histograms show intensity of CD61-PE fluorescence compared to isotype control at differentiation day 7 for populations of single, live Ocy454 cells stably expressing FLuc-targeting shRNA or *Itgb3*-targeting shRNA for one representative sample. *F–I*, plots show mRNA expression of targeted genes at differentiation day 7 in Ocy454 cells stably expressing the indicated shRNAs. *Lines* show mean ± SD of three biologic replicates. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001 by one-way ANOVA followed by Dunnett’s multiple comparisons tests *versus* FLuc. Histograms show intensity of CD61-PE fluorescence compared to isotype control at differentiation day 7 for populations of single, live Ocy454 cells stably expressing FLuc-targeting shRNA or the indicated targeting shRNA for one representative sample. *J*, summary of flow cytometry results showing median fluorescence intensity (MFI) of CD61-PE at differentiation day 7 in populations of single, live cells stably expressing the indicated shRNAs. Each point represents one biologic replicate. *Lines* show mean ± SD for all replicates. ∗*p* < 0.001 by one-way ANOVA followed by Dunnett’s multiple comparisons tests *versus* FLuc. *K*, Western blots for Itgb3 and Gapdh at differentiation day 7 in cells expressing the indicated shRNAs. Molecular weights are indicated in kDa to the *right* of each panel.

With *Eif3b* being a common essential gene, we focused on additional gene targets with promoter-targeted sgRNAs enriched in CD61^low^ cells. Nearly all shRNAs targeting *Fhl3*, *Srf*, *Ndrg4*, and *Clip2* reduced mRNA expression of the targeted transcript (Fig. 4, *F*–*I*). However, no detectable reduction in *Astn1* expression could be achieved with shRNAs, perhaps due to the relatively low baseline expression of this gene (Fig. S6*D*).

Across multiple independent experiments, shRNAs targeting *Srf*, *Clip2*, and *Itgb3* reduced CD61 labeling compared to non-targeting control shRNAs. Both the percentage of cells labeled with CD61 (compared to isotype control) and the median fluorescence intensity (MFI, normalized to non-targeting shRNAs) were reduced (Figs. 4, *E*–*G*, S6, *E*–*K*). The magnitude of CD61 inhibition within each gene target was generally related to the extent of knockdown induced by each shRNA. shRNAs targeting *Fhl3* and *Ndrg4* reduced MFI but not percentage of CD61-positive cells, likely reflecting a more modest overall effect size (Figs. 4, *H* and *I*, S6, *L* and *N*). Overall, the majority of shRNAs targeting each candidate gene significantly reduced CD61 labeling intensity, validating CRISPRi screening results (Fig. 4*J*). Additionally, we confirmed reduction of Itgb3 protein following *Clip2* knockdown by Western blotting with an independent antibody (Fig. 4*K*).

### Genes that control surface CD61 levels also impact mature osteocyte gene expression

Next, we assessed the impact of reducing genes that control CD61 levels on other indices of osteocyte maturation. shRNAs targeting *Srf*, *Clip2*, *and Itgb3* reduced expression of osteocyte differentiation markers *Dmp1, Phex,* and *Sost* in Ocy454 cells (Fig. 5, *A*–*F*). As with CD61 expression, *Clip2* shRNA knockdown efficiency correlated with the measured phenotype; *Clip2* shRNA-3 was less effective at reducing target mRNA levels and did not reduce osteocyte differentiation gene expression. Also consistent with their more modest effect on CD61, *Ndrg4* and *Fhl3* knockdown did not consistently reduce *Sost* or *Dmp1* expression (Fig. S7, *A*–*D*).

**Figure 5:**
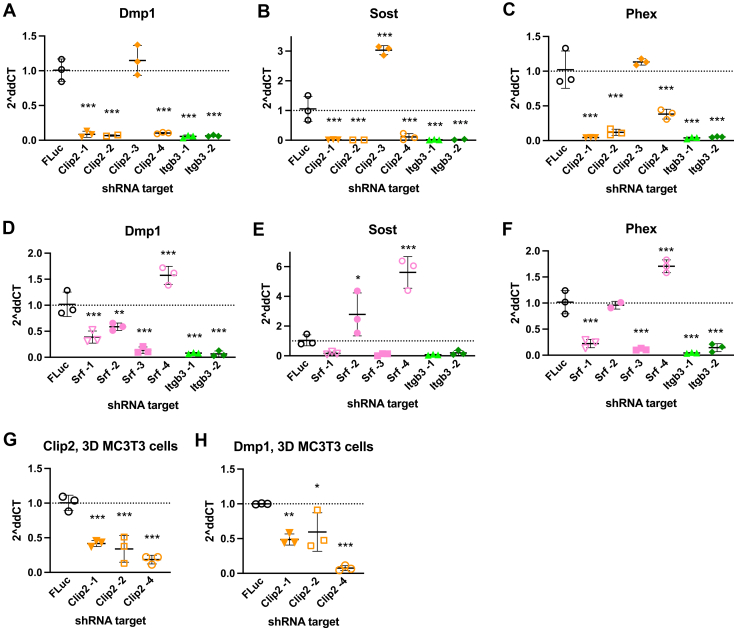
**Genes required for CD61 expression are required for osteocyte maturation.***A–C*, mRNA expression of osteocyte maturity genes at differentiation day 10 in Ocy454 cells stably expressing shRNAs targeting *Clip2* or *Itgb3*. Each point represents one biologic replicate. *Lines* show mean ± SD. ∗∗∗*p* < 0.001 by one-way ANOVA followed by Dunnett’s multiple comparisons tests *versus* FLuc. *D–F*, mRNA expression of osteocyte maturity genes at differentiation day 10 in Ocy454 cells stably expressing shRNAs targeting *Srf* or *Itgb3*. Each point represents one biologic replicate. *Lines* show mean ± SD. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001 by one-way ANOVA followed by Dunnett’s multiple comparisons tests *versus* FLuc. *G* and *H*, mRNA expression of *Clip2* and *Dmp1* in MC3T3-E1 cells stably expressing shRNAs targeting *Clip2* after 6 days of culture in a 3D collagen gel. Each point represents one biologic replicate. *Lines* show mean ± SD. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001 by one-way ANOVA followed by Dunnett’s multiple comparisons tests *versus* FLuc.

Given a previously defined role for *Srf* in bone mineralization *via* osteoblast lineage cells (39), we focused our efforts on *Clip2*. To confirm our findings in a separate system, we studied MC3T3-E1 osteoblastic cells, which take on an osteocyte-like transcriptome and morphology when cultured in 3D collagen gels. MC3T3-E1 cells stably expressing *Clip2*-targeting shRNAs expressed significantly less *Dmp1* after 6 days of culture in 3D collagen gels than FLuc shRNA-expressing cells (Fig. 5, *G* and *H*). Together, these results suggest that *Clip2* expression is required for expression of the mature osteocyte transcriptome.

### Clip2 knockdown affects Ocy454 dendrite formation

CLIP-115, the protein encoded by *Clip2*, is a microtubule binding protein (40, 41). Therefore, we next visualized the microtubule network in Ocy454 cells using alpha-tubulin immunocytochemistry. Ocy454 cells without shRNA or infected with non-targeting FLuc shRNA displayed extensive tubulin structures in the cell body and dendrites (Figs. 6*A*, S7*E*). While Ocy454 cells infected with FLuc shRNA have numerous long dendrites with asymmetric distribution, cells expressing *Clip2*-targeting shRNAs have shorter projections and more round appearance (Fig. 6*A*). The overall morphology was quantified as increased (more circular) form factor, reduced perimeter, and reduced maximum projection length, consistent with knockdown of *Itgb3* itself (Fig. 6, *B*–*D*). Ocy454 cell morphology visualized with F-actin staining was also affected by *Clip2* and *Itgb3* knockdown, with significantly increased form factor and reduced perimeter (Fig. S7, *F*–*H*) (32). Notably, these data suggest that *Itgb3*/CD61 is both a marker and a regulator of osteocyte differentiation.

**Figure 6:**
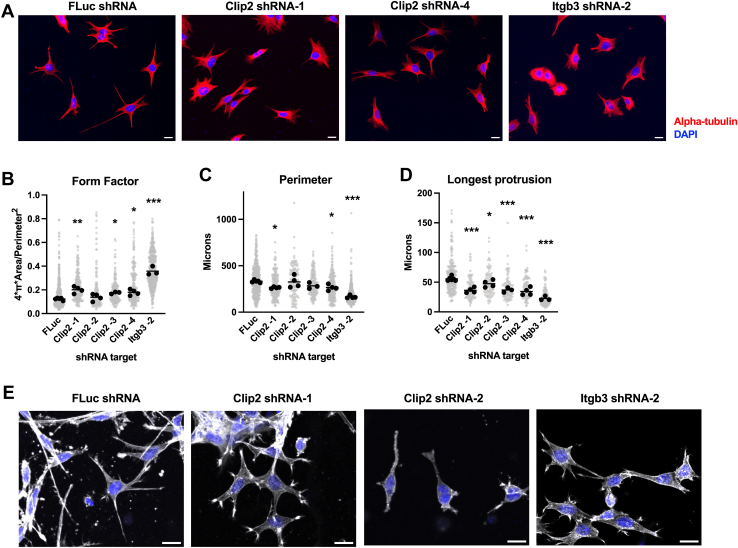
**Clip2 knockdown inhibits Ocy454 dendrite formation.***A*, alpha-tubulin immunofluorescence (*red*) and DAPI (*blue*) in Ocy454 cells stably expressing the indicated shRNAs. Scale bars = 20 μm. *B* and *C*, CellProfiler measurements of form factor and perimeter using alpha tubulin immunofluorescence images. Each *black point* represents the median of all cells in one experimental replicate. *Grey points* show measurements of all individual cells in all replicates. *Lines* designate the mean of n = 3 to 4 experimental replicates. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001 by mixed-effects analysis grouped by experiment, followed by Dunnett’s multiple comparisons tests *versus* FLuc. *D*, quantification of protrusion length for the single longest dendrite of each cell using alpha tubulin immunofluorescence images. Each *black point* represents the median of all measurements in one experimental replicate. *Gray points* show measurements of all individual cells in all replicates. *Lines* designate the mean of n = 3 to 4 independent experimental replicates. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001 by mixed-effects analysis grouped by experiment followed by Dunnett’s multiple comparisons tests *versus* FLuc. *E*, MC3T3 cells labeled with phalloidin (*gray*) and DAPI (*blue*) following stable expression of the indicated shRNAs and 6 days of culture in 3D collagen gels. Images show maximum intensity projections of Z-stacks. Scale bars = 20 μm.

Finally, we visualized MC3T3-E1 morphology in 3D collagen gels following *Clip2* knockdown. In this system, MC3T3-E1 cells infected with FLuc shRNA display numerous long dendrite-like cytoskeletal processes. Following *Clip2* or *Itgb3* knockdown, MC3T3 morphology is qualitatively less complex, with fewer and shorter projections (Fig. 6*E*).

In summary, a genome-wide CRISPRi screen focused on surface CD61 expression reveals genes with critical regulatory functions in osteocyte differentiation and morphology and demonstrates a role for the microtubule cytoskeleton to drive osteocyte differentiation.

## Discussion

Here we developed an osteocyte maturation assay that allows high-throughput genetic perturbation analysis of the osteocyte differentiation phenotype. CD61 (integrin β3) is identified as a cell surface marker that tracks with differentiation in Ocy454 cells and serves as the basis of a genome-wide CRISPR interference screen. We identify multiple genes required for full surface expression of CD61, including *Clip2*, which is also required for expression of osteocyte differentiation markers and the dendritic osteocyte phenotype. While typically described as actin-based structures, osteocyte dendrites also contain microtubules, which participate in intracellular trafficking (42), cytoskeletal tension (14), and osteocyte mechanotransduction (13, 15). Proper maintenance of these mechanisms may also impact other aspects of gene expression, differentiation, and morphology. Together, this work suggests that the microtubule cytoskeleton plays an important role in osteocyte differentiation and morphology.

While many other cell surface markers associated with osteocyte maturity were considered as the readout for our screen, the use of CD61 as a readout was supported by scientific and technical factors. Ideal genome-wide screens require thousands of cells containing each sgRNA to be input into the final sorting of high/low populations (43). With time required for sorting as a major bottleneck in the workflow, we required a screening readout that labeled the majority of healthy, mature cells and offered a wide dynamic range for detecting sgRNAs that caused reduced surface marker intensity. In our experiments, antibodies targeting CXCR7, CA-IX, PTGER4, and CD200 labeled less than 10% of differentiated Ocy454 cells, and CD43 expression lacked the appropriate dynamic range over Ocy454 differentiation time. In contrast, CD61 offered practicality as an assay readout with a large proportion of mature cells labeled and a wide dynamic range. Itgb3 is expressed on osteocyte dendrites *in vivo* (29, 30), and Dmp1-mediated deletion of Itgb3 causes osteocytes to form with fewer, shorter dendrites (32), making Itgb3/CD61 a physiologically relevant choice for measuring effects on osteocyte maturity and the dendritic phenotype. Furthermore, osteocyte Itgb3 also supports bone formation and mechanosensation in mice (31, 32), suggesting that CRISPR screening hits affecting CD61 may also have physiological consequences for bone.

CRISPR screening is an established functional genomics approach to identify gene networks that control distinct cellular functions. Here we chose the dCas9 system in a FACS-based cell differentiation screening readout to avoid potential toxicities of Cas9-induced double strand DNA breaks. Therefore, our screen could capture genes that, when inhibited, interfere directly with *Itgb3* transcription, CD61 translation, or CD61 transport to the cell surface. In addition, since surface CD61 expression is associated with the overall degree of osteocyte maturation, genes that reduce cell surface CD61 levels may also generally participate in other aspects of osteocyte differentiation or general mRNA/protein processing. The latter was apparent in the top Gene Ontology terms enriched in the CD61^low^ group: gene targets involved generally in ribosome assembly and translation. Since our screen compared two sorted populations of sgRNA-expressing cells, it should not identify genes whose inhibition leads to lethality, which should drop out of all live populations sorted by flow cytometry. We also anticipated that inhibition of most genes would have minimal effect on CD61 and yet identified 202 gene targets significantly enhanced in CD61^low^ cells.

We selected genes for further study based first on enrichment in CD61^low^ cells, and then on their level of mRNA expression in prior Ocy454 cell RNA-seq data and other bone-relevant datasets. *Astn1*, while one of the most significantly enriched gene targets in the screen, proved challenging to study due to low expression levels and a lack of efficient shRNA sequences. Other putative screening “hits” included *Fhl3* (binds actin and regulates BMP signaling) (44, 45), *Srf* (transcription factor that responds to actin dynamics) (46), *Ndrg4* (expressed in neurons and in cancer, controls β1-integrin clustering) (47, 48), and *Clip2* (microtubule binding protein). Follow-up studies with shRNA knockdown of *Clip2* showed robust effects on CD61 expression, mature osteocyte gene expression, and dendritic morphology.

*Clip2*, also known as *Cyln2* and CLIP-115, is predominantly expressed in the brain, particularly in dendrites within the inferior olive, hippocampus, and piriform cortex (40, 49). It is one of 28 genes affected in the heterozygous chromosomal deletion that causes Williams Syndrome (50), a multisystem disorder with symptoms including vascular stenosis, cognitive impairment, atypical facial features, reduced height and bone mineral density, and hypercalcemia (51, 52, 53). While *Clip2* has primarily been studied for its potential contribution to the neuro-cognitive symptoms of Williams Syndrome, mice lacking *Clip2* have reduced body weight and length (49), suggesting a potential functional role for this gene in bone. At the cellular level, CLIP-115 and closely related protein CLIP-170 (*Clip1*) compete for binding at microtubule plus ends, with CLIP-170 being involved in recruiting the dynein-dynactin complex to microtubule plus ends (49, 54). Fibroblasts lacking *Clip2* showed no measurable differences in microtubule growth rates, however, absence of CLIP-115 resulted in greater localization of CLIP-170 at microtubule plus ends (49), which could contribute to an imbalance in minus-end-directed transport. While *Clip1* inhibition in our screen did not significantly enhance CD61 expression, *Clip2* inhibition is sufficient to disrupt the microtubule network and CD61 surface expression. The role of *Clip2* in osteocyte biology *in vivo* represents an important topic for future study.

One important study limitation is our focus on a single osteocyte-like cell line. Primary osteocytes are heterogeneous and unsuitable for use in a genome-wide screen. Ocy454 cells were selected as a model of osteocyte differentiation since they upregulate marker genes faster than IDG-SW3 cells (55), and MLO-Y4 cells were not selected due to lack of sclerostin expression (56). To validate findings, we used MC3T3-E1 cells grown in 3D culture and found that the *Dmp1* induction and dendrite formation associated with osteoblast-osteocyte differentiation are also reduced by *Clip2* knockdown in this cell line. Further study of the function of *Clip2* in osteocytes *in situ* and of the role of *Clip2* in bone development and maintenance will be important areas of future study.

Early studies of the osteoblast to osteocyte transition visualized microtubules in osteocytes but concluded that they are only localized in the proximal portion of dendrites and that short-term microtubule depolymerization (60–90 min) does not affect osteocyte morphology (11, 12). These observations contrast with those made for actin; actin and actin-binding proteins are found throughout osteocyte dendrites, and short-term actin depolymerization causes dendrite retraction (11, 12, 57), leading many to focus on the role of actin in these structures (58). However, we and others observe microtubules throughout osteocyte dendrites *in vitro* and *in situ* (14, 42), and potential roles for microtubules in initiation of dendrite formation and long-term dendrite stability remain largely unexplored. Independent of dendrite macrostructure, microtubules may be required for proper intracellular trafficking (42, 59, 60) and maintenance of mechanosensitive structures (14, 15, 61) to regulate osteocyte function. Furthermore, microtubule modifications (62, 63) and microtubule-binding proteins (64, 65) can regulate interactions with actin and intermediate filaments, cytoskeletal tension, and cell motility, making additional roles of microtubules and microtubule-binding proteins in osteocytes likely.

In summary, we have used a novel CD61-based Ocy454 cell differentiation assay to identify *Clip2* in a genome-wide CRISPR interference screen as an essential contributor to osteocyte morphology and maturation.

## Experimental procedures

### Cell culture

Ocy454 osteocyte-like cells (28, 66) were cultured in MEM α supplemented with 10% FBS and 1% antibiotic/antimycotic (Gibco) in a 33 °C incubator with 5% CO_2_. At confluence, cells were transferred to a 37 °C incubator to induce differentiation *via* inactivation of the thermosensitive large T antigen. Ocy454 cells were regularly screened for dendritic morphology, marker gene expression, and mycoplasma contamination.

Ocy454 cells were plated at 40,000 cells/ml media the day before lentiviral infection. Fresh media containing 8 μg/ml polybrene and lentiviral particles was added the next day and allowed to incubate overnight. Media was changed the next day to remove the transduction reagents, and then again the next day to begin puromycin selection (4 μg/ml). Cells receiving no lentivirus with or without puromycin were used as infection controls. When puromycin-resistant cells reached confluence, they were transferred to a 37 °C incubator (differentiation day 0).

Sp7 deficient Ocy454 cells stably express a *Sp7*-targeting shRNA (5). HDAC4/HDAC5 double knockout Ocy454 cells stably express a HDAC4-targeting sgRNA and an HDAC5-targeting shRNA (35).

MC3T3-E1 cells were cultured in MEM α supplemented with 10% FBS and 1% antibiotic/antimycotic (Gibco) in a 37 °C incubator with 5% CO_2_. MC3T3-E1 cells were infected with shRNA-containing lentivirus as described and selected with puromycin (4 μg/ml) for at least 5 days. For 3D culture, rat-tail type I collagen (Advanced BioMatrix, 5153) was mixed with neutralization buffer (22 mg NaHCO_3_ per mL of 0.05 N NaOH and 200 mM HEPES) on ice to a pH of 7, then mixed 1:1 with cell suspension. 500 μl cell/collagen mixture was plated into 24-well plates and incubated at 37 °C to allow polymerization. After 10 min, culture media was added to the top of the solidified gel, and cells remained in 3D culture for 5 to 7 days.

### dCas9-KRAB osteocytes

Ocy454 cells were infected with lentivirus containing UCOE-SFFV-dCas9-BFP-KRAB (Addgene #85969) (37) and expanded in culture for 3 days. BFP positive cells were selected by flow cytometry, cultured for another 3 days, and re-sorted for BFP. The resulting polyclonal cell population was used for all sgRNA experiments.

### shRNA and sgRNA preparation

CRISPRi sgRNA sequences and shRNA sequences were designed using Broad Institute tools CRISPick (https://portals.broadinstitute.org/gppx/crispick/public) and TRC shRNA Design (https://portals.broadinstitute.org/gpp/public/seq/search). All sgRNA and shRNA sequences are available in Data S4. sgRNAs were ligated into pLentiGuide (Addgene #117986) and shRNAs were ligated into pLKO.1 (Addgene #10878) using standard protocols, and clones validated by Sanger sequencing.

### Lentivirus preparation

HEK293T cells were cultured in DMEM supplemented with 10% FBS and 0.1% antibiotic/antimycotic in a 37 °C incubator with 5% CO_2_. Cells were plated into 6-well tissue culture plates at 440,000 cells/well. The next day, cells were transfected with viral packaging plasmids psPAX2 and pMD2.G (Addgene #12260, #12259) and insert plasmids containing a single sgRNA or shRNA using PolyJet reagent (SignaGen Laboratories SL100688). Lentivirus was collected for 48 h in media containing 20% FBS, then stored in aliquots at −80 °C.

### mRNA isolation

Ocy454 cells were plated into 24-well plates, individually infected with lentivirus, and differentiated at 37 °C for 7 days. Cells were then washed in PBS and lysed in guanidine-isothiocyanate lysis buffer containing 1% 2-mercaptoethanol. Lysates were passed through QIAshredder columns (Qiagen), then purified with PureLink RNA columns (Invitrogen) according to manufacturer’s instructions. MC3T3-E1 cells cultured in 3D gels were lysed in TRIzol reagent (Invitrogen) and RNA isolated according to manufacturer’s instructions.

### qRT-PCR

Total RNA was reverse transcribed to cDNA with PrimeScript RT Reagent Kit (Takara, including gDNA digestion step). qPCR was performed using SYBR green (Quantabio) with CT values normalized to *b-actin*. All primer sequences are in Data S4.

### Flow cytometry

Ocy454 cells at the specified differentiation timepoint were collected with 0.5% Trypsin-EDTA, washed in FACS buffer (2% FBS in PBS), and resuspended in FACS buffer at approximately 1,000,000 cells/ml. Cells were incubated in FACS buffer at 4 °C for 30 min. Individual reactions were prepared containing approximately 100,000 cells each with 0.5 μl of anti-CD61 (Invitrogen 12-0611-82) or isotype control (Invitrogen 12-4888-83) antibody and incubated at 4 °C for 45 min with gentle rocking. Cells were then washed in FACS buffer, resuspended in FACS buffer, and labeled with SYTOX green nucleic acid stain (Invitrogen #S7020) before flow cytometry. Flow cytometry analysis was primarily performed on an Attune NxT flow cytometer, with stop conditions set to collect 25,000 single, live cells for each replicate.

### Differentiation RNA-seq

Ocy454 cells were differentiated for 1, 7, 10, or 14 days at 37 °C, then collected for RNA in biological duplicates, as described. Total RNA was used for library preparation and sequencing (BGI DNBseq platform). STAR aligner was used to map sequencing reads to transcripts in the mouse reference genome (67). Read counts for individual transcripts were produced with HTSeq-count (68), followed by estimation of expression values using EdgeR. Differential expression analysis was performed using EdgeR after normalizing read counts and including only genes with count per million (CPM) reads >1 for at least one sample. RNA sequencing data have been deposited at NCBI’s Gene Expression Omnibus under accession number GSE311295.

### CD61 RNA-seq

Ocy454 cells were differentiated for 17 days at 37 °C. Three independent groups of cells were then collected and prepared for CD61 flow cytometry as described. The top 10% and bottom 10% of live CD61-PE-labeled cells were collected into FACS buffer containing RNase inhibitor. Cells were then pelleted and lysed for RNA collection as described. Lysates were passed through QIAshredder columns, then total RNA was isolated using the Arcturus PicoPure RNA isolation kit (Applied Biosystems) with on-column DNase (QIAgen). Total RNA was used for library preparation and sequencing (BGI DNBseq platform).

At least 18 million paired-end reads per sample were obtained from PolyA-selected libraries, with >89% of reads mapping uniquely to the mouse transcriptome (GRCm39 Release 104; Salmon) (69). Transcript counts were collapsed to gene counts, and differential expression analysis was performed with DESeq2 (version 1.42.1; R version 4.3.1) (70). Genes with at least 5 normalized counts in all samples were considered for analysis. RNA sequencing data have been deposited at NCBI’s Gene Expression Omnibus under accession number GSE311295.

### CRISPRi screen

The Dolomiti A lentivirus library (71) containing 67,366 sgRNAs targeting promoters of mouse genes and control sequences (approximately 3 sgRNAs/gene target) was purchased from the Broad Institute. Viral titer was initially determined by measuring puromycin resistance following serial dilutions of virus in dCas9-Ocy454 cells. Two independent replicates of the screen were performed. 24 million cells in 15 15-cm tissue culture dishes were infected at target MOI 0.3 to 0.5 in MEM-alpha media containing 8 μg/ml polybrene (Sigma H9268). On day 2 post-infection, sgRNA-containing cells were selected with puromycin (4 μg/ml). At confluence, puromycin-resistant cells were transferred to 37 °C to induce differentiation. On differentiation day 10, cells were collected in three batches and labeled with CD61-PE and SYTOX-Green as described above. Sorting was performed on a FACSAria (Becton Dickinson) to collect the top 10% and bottom 10% of the live CD61-PE-labeled population. Sorted cells were collected into 100% FBS prior to genomic DNA isolation.

### CRISPRi screen analysis

Cell pellets from each group were stored at −80 °C, then genomic DNA (gDNA) was extracted with the NucleoSpin Blood Kit (Machery Nagel) with the following modifications from the manufacturer’s instructions: lyse cell pellets overnight, then treat with RNase A for 5 min. After DNA precipitation and washing, further purify the gDNA with PCR inhibitor removal kit (Zymo #D6030). sgRNA sequences were PCR amplified from gDNA using Titanium *Taq* DNA Polymerase. Four replicate reactions per sample, each containing 10 μg gDNA, were amplified with 32 PCR cycles. Primers added barcodes for each reaction and Illumina sequencing adaptors. PCR products were purified, pooled, and sequenced in one lane of a HiSeq-2500 (Illumina).

Reaction barcodes and sgRNAs were parsed from each sequencing read using PoolQ (version 2.2), then counts were assigned to known library sgRNAs without allowing mismatches. Total sgRNA counts for all reactions for each sample were then aggregated. Target-level aggregation, fold change calculations, and statistical analysis for both replicates were performed with Apron (version 1.0) for all gene targets with at least three sgRNAs. Non-targeting and intergenic site-targeting sgRNAs were grouped into 3-guide pseudogenes for points plotted as controls.

### Western blots

Cells expressing shRNAs were washed in cold PBS, pelleted, and lysed using TNT protein lysis buffer (20 mM Tris pH 8, 200 mM NaCl, 0.5% Triton X-100) supplemented with NaF, vanadate, DTT, and protease inhibitor cocktail (Selleck USA). Clarified proteins were separated on 8% SDS-PAGE gels, blocked, and labeled overnight with antibodies against eIF3B (Bethyl A301–760A), Itgb3 (Cell Signaling #13166), or Gapdh (Cell Signaling #2118), with antibody specificity verified by shRNA knockdown and molecular weight. Blots were then incubated with HRP-linked anti-rabbit secondary, developed with ECL Plus (Thermo Scientific Pierce), and imaged on an iBright Imaging System (Invitrogen).

### Immunofluorescence

Ocy454 cells were plated into 12-well plates, infected with shRNA lentivirus, and selected with puromycin (4 μg/ml) for at least 5 days. Ocy454 cells stably expressing shRNAs were then plated into chamber slides at uniform density and allowed to attach for at least 2 days. Cells were fixed in pre-warmed 4% PFA for 15 min, washed in PBS, and permeabilized in 0.5% Triton X-100 in HBSS. F-actin staining (Abcam Cytopainter Green) was performed at room temperature for 1 to 2 h, followed by DAPI labeling.

For alpha tubulin immunofluorescence, permeabilized cells were blocked in 5% BSA in HBSS with 0.1% Triton X-100, then incubated with anti-alpha tubulin (Sigma T9026) or mouse IgG (sc-2025, 2.6 μg/ml final concentration) overnight at 4 °C (14, 72). Secondary antibody (Invitrogen A31570) was applied in 1% BSA in HBSS with 0.1% Triton X-100 at room temperature for 2 h, followed by DAPI labeling. Imaging was performed on a Nikon Eclipse microscope.

### Image analysis

Single-channel images were analyzed with CellProfiler (version 4.2.6) to identify single cells and measure quantitative morphology features (73). Our pipeline segmented DAPI-stained nuclei as primary objects, then used the phalloidin-stained actin cytoskeleton or the alpha tubulin-stained microtubule cytoskeleton to segment individual cells. Form factor and perimeter were automatically measured for each identified cell. Protrusion length from the edge of the nucleus to the end of the alpha tubulin-stained protrusion was measured manually for the longest dendrite of each cell in a blinded manner using ImageJ (74).

### Statistical analysis

With the exception of sequencing-based outcomes, statistical analyses were performed in GraphPad Prism (version 10.0.2). Intensity and proportion of CD61-labeling were compared by one-way ANOVA with Dunnett’s multiple comparisons tests against no sgRNA control or against FLuc-targeting shRNA. qPCR expression of target genes was compared by one-way ANOVA with Dunnett’s multiple comparisons tests against cells infected with FLuc-targeting shRNA. For image analysis, medians were calculated for all measurements in each experimental replicate. Median values within one replicate were treated as paired and compared using a mixed-effects analysis followed by Dunnett’s multiple comparisons tests.

## Data availability

Raw RNA sequencing data have been deposited at NCBI’s Gene Expression Omnibus under accession number GSE311295. RNA sequencing results are contained with the supporting information. CellProfiler pipeline has been archived at cellprofiler.org.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Genome-wide CRISPR interference screen identifies Clip2 as a novel regulator of osteocyte maturation and morphology
**Source:** J Biol Chem. 2026 Apr 27;302(6):113075. doi: 10.1016/j.jbc.2026.113075
**Supplement:** Data S1

**Genome-wide CRISPR interference screen identifies Clip2 as a novel regulator of osteocyte maturation and morphology**

Courtney M. Mazur, Parthena E. Kotsalidis, Majd George, Tom Whalley, Tadatoshi Sato, John G. Doench, Lauren E. Surface, and Marc N. Wein

**Supporting Information**

Document S1: Supplemental Figures 1-7.

Supplemental Data 1: Table of normalized gene counts and differential expression from Ocy454 differentiation RNA sequencing.

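This table gives, for each of the 39179 genes, the CPM of the 8 differentiation libraries and the authors' fold change and false discovery rate between day 14 and day 1. The first 1999 genes of the table, in the order of their Ensembl identifiers, were read here, and 1358 of these carry a false discovery rate. In all 1999 the 8 CPM values were those of the deposited table. A false discovery rate is present only where the authors tested the gene, which their methods limit to a CPM above 1 in at least 1 sample.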

Supplemental Data 2: Table of normalized gene counts and differential expression from CD61 FACS RNA sequencing.

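Data S2 lists normalized counts for the 3 CD61 low and 3 CD61 high samples with the authors' DESeq2 Log2FC and adjusted p for 35683 genes. Its first 1999 genes were read here, and an adjusted p is given for 1583 of them. Of the genes named in the paper's text, *Sost* and *Srf* fall in this part. The paper's Log2FC is 1.19 for *Sost*, beside 1.20 from edgeR's quasi-likelihood test here, and 0.42 for *Srf*, beside 0.40. *Srf* had 102 ± 3.37 CPM in CD61 low and 135 ± 5.71 CPM in CD61 high cells (SD, n = 3). The paper's text calls these counts normalized without naming the scaling, and the scaling was not checked here. Whether the counts are corrected for gene or transcript length therefore stays open.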

Supplemental Data 3: List of gene targets significantly enriched ( $\text{Log}_2\text{FC} < -1$ ,  $p < 0.05$ ) in the CD61<sup>low</sup> group of CRISPRi screen.

Supplemental Data 4: Primers and DNA oligos.

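The workbook lists quantitative PCR primers, the target sequences of the shRNAs and 3 sgRNAs against *Itgb3*, a gene whose *Itgb3*-201 transcript starts on chromosome 11 of GRCm39 at 104498826. In CRISPR interference an inactive Cas9 fused to the KRAB repressor is guided to a promoter or the start of a gene and lowers its transcription without cutting the DNA. All 3 sgRNAs match the plus strand within exon 1 of *Itgb3*-201 (104498826 to 104498990), in which the first coding base is 104498915. The Itgb3-1 sgRNA, GCAGTGGCCGGGACAACTCT, matches 104498923 to 104498942 without mismatch, next to the PAM GGG and wholly in coding sequence. The Itgb3-2 sgRNA, GGGACAGGATGCGAGCGCAG, lies at 104498907 to 104498926, next to the PAM TGG and across the end of the 5′ untranslated region and the start of the coding sequence. The Itgb3-3 sgRNA, GGCGCGCGCGGCGTGAAGGG, lies at 104498884 to 104498903 in the 5′ untranslated region, next to the PAM CGG. The last pair each carry 1 mismatch to the genome, the substitution G1C, counted from 1 at the 5′ end of the sgRNA with the sgRNA's base first. The genomic sequence from 104498884 to 104498945 reads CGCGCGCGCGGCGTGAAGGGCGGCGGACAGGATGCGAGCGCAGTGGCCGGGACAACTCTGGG. The 4 shRNA target sequences for *Clip2* match exons 5, 9, 13 and 16 of transcript *Clip2*-201 on the minus strand of chromosome 5, at 134545822 to 134545842, 134532100 to 134532120, 134523118 to 134523138 and 134519319 to 134519339.

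**Figure D2:**
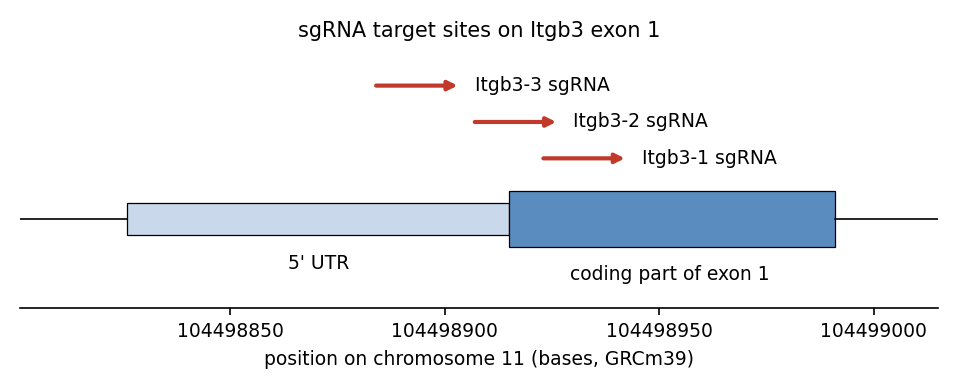
Target sites of the 3 sgRNAs (red arrows, 5′ to 3′) on exon 1 of *Itgb3*-201 along chromosome 11 of GRCm39 (x axis, in bases), with the 5′ untranslated region in light blue and the coding part from 104498915 in dark blue. Only Itgb3-1 lies wholly in the coding part.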

Supplemental Figure 1

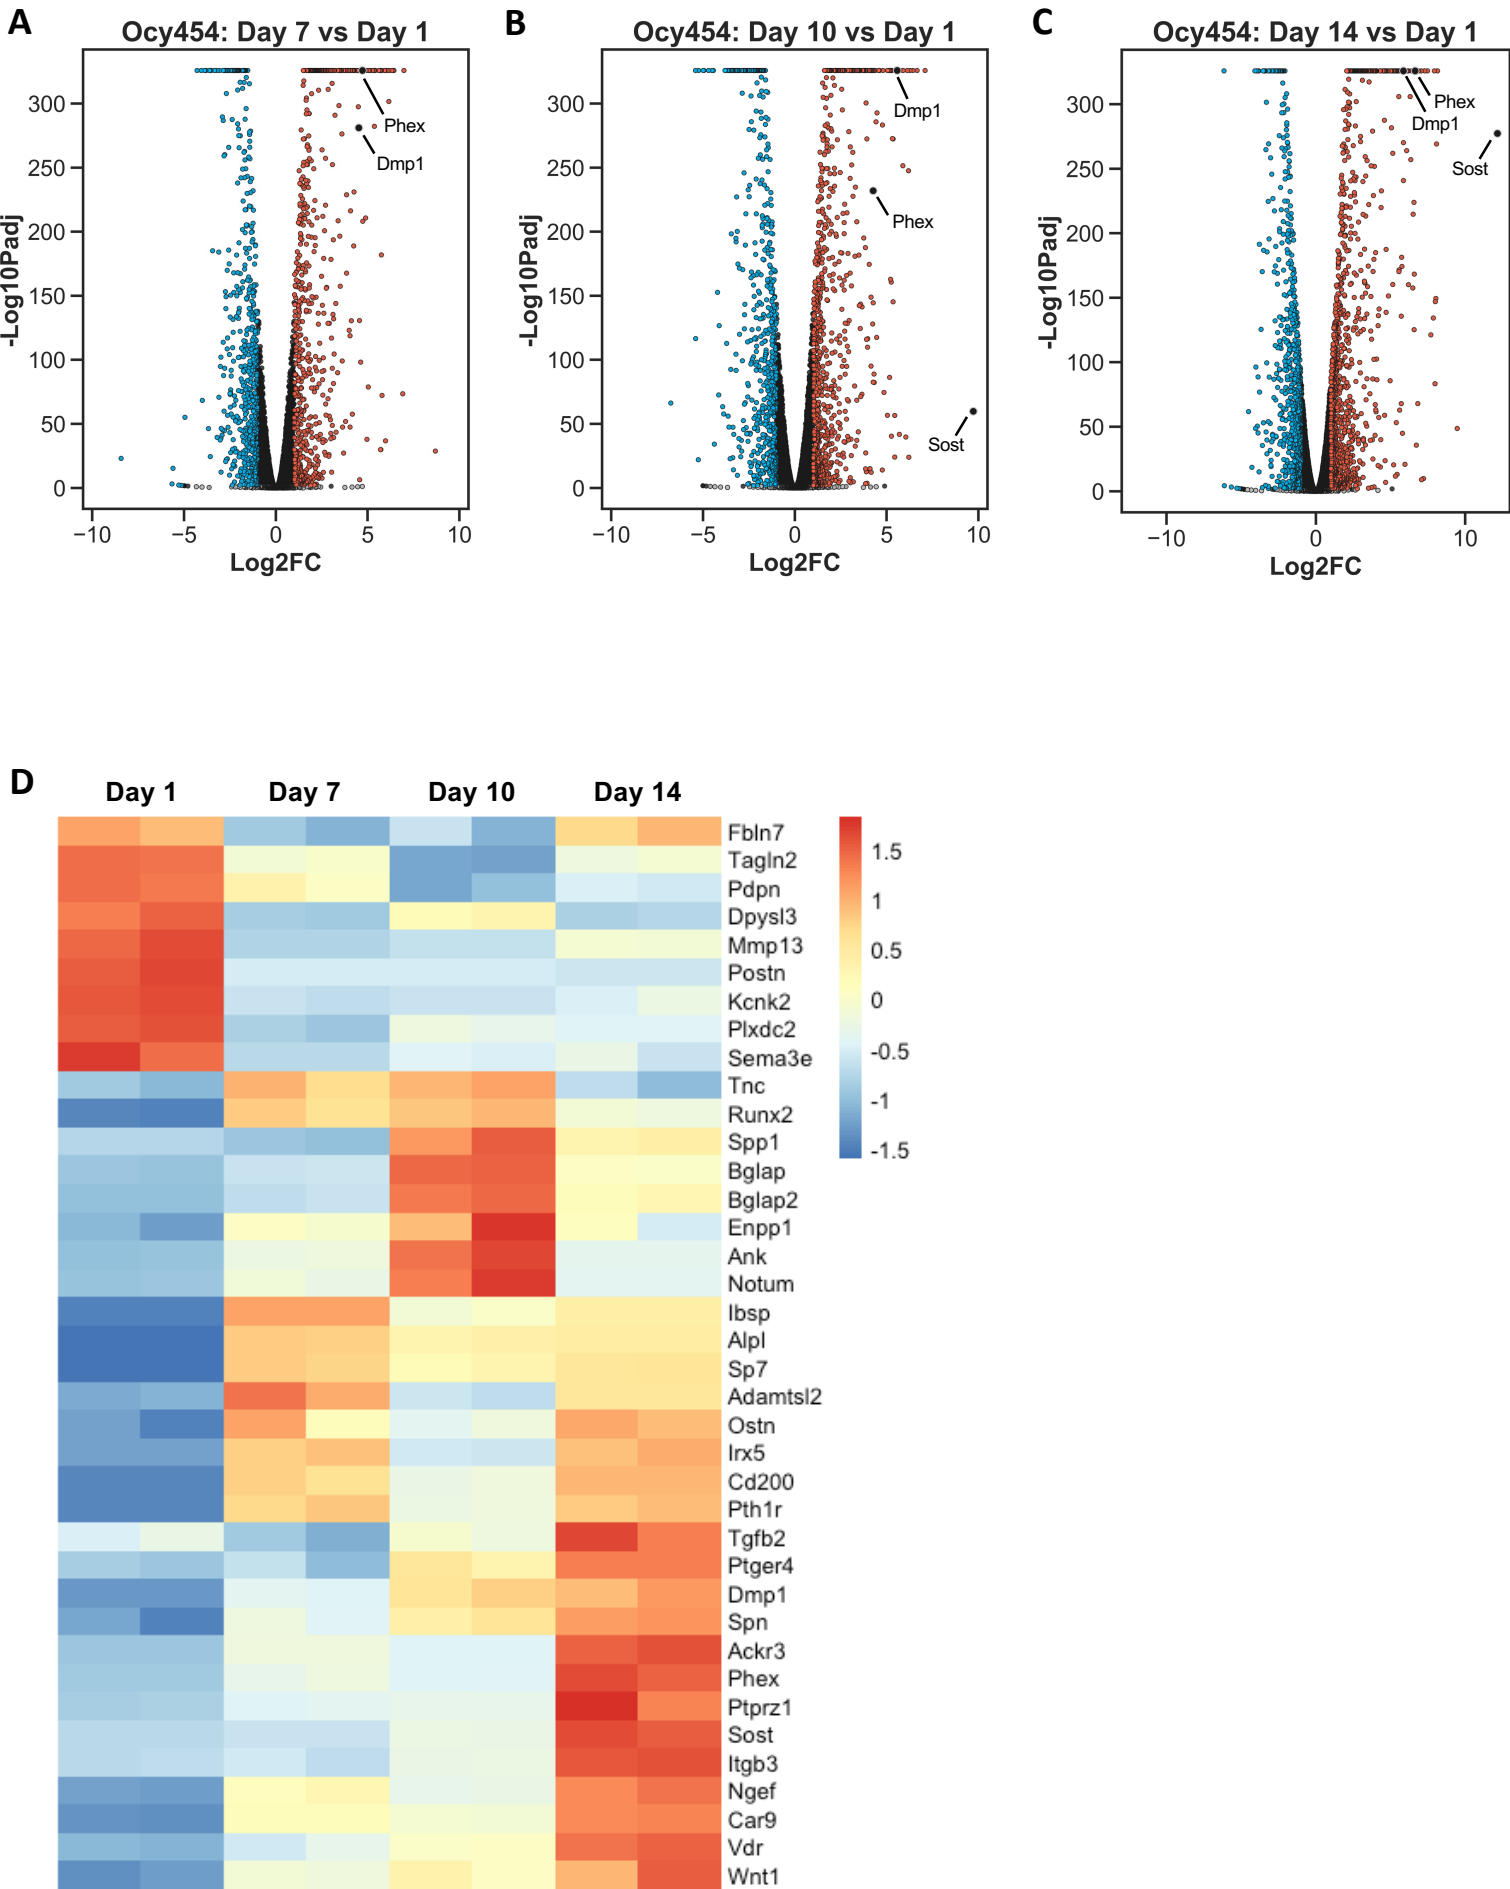

Supplemental Figure 2

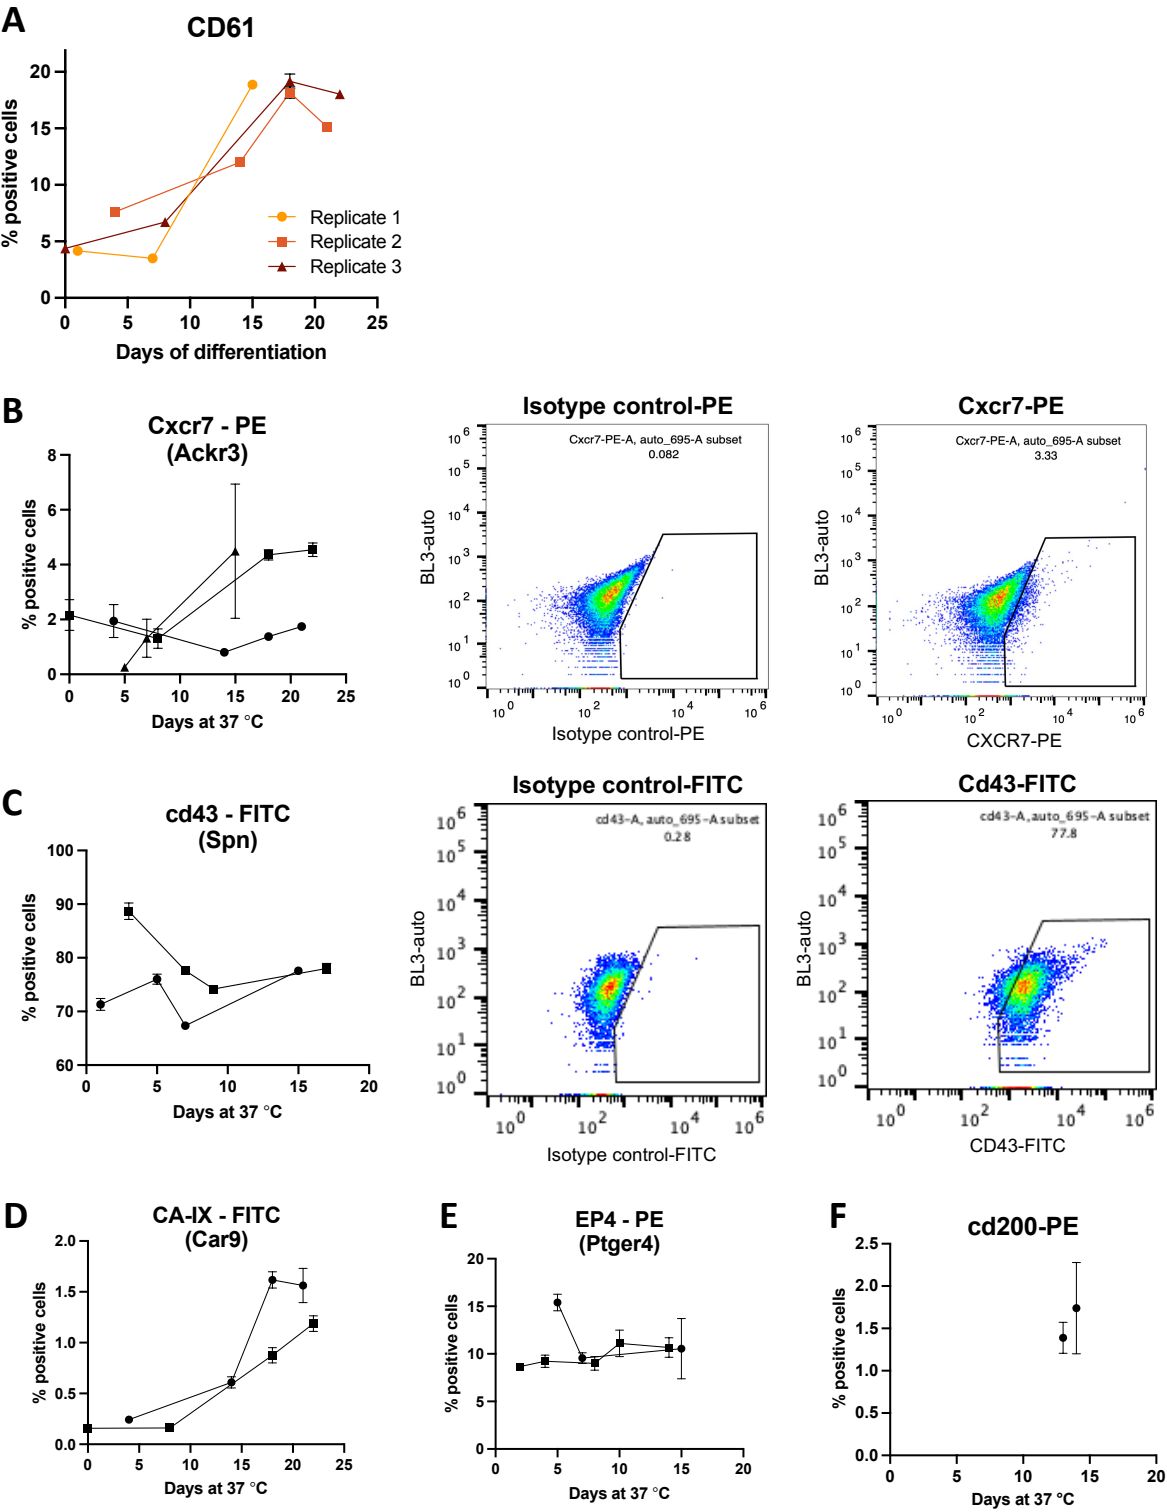

Supplemental Figure 3

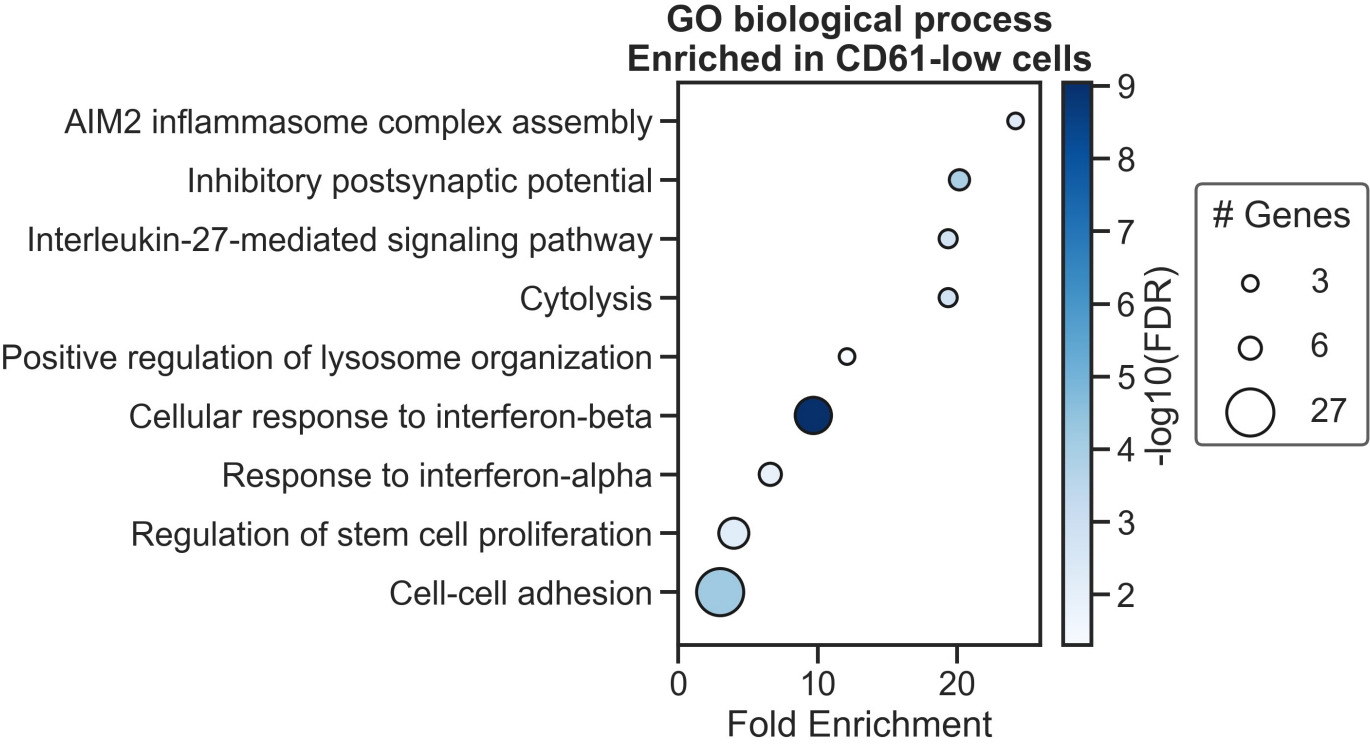

Supplemental Figure 4

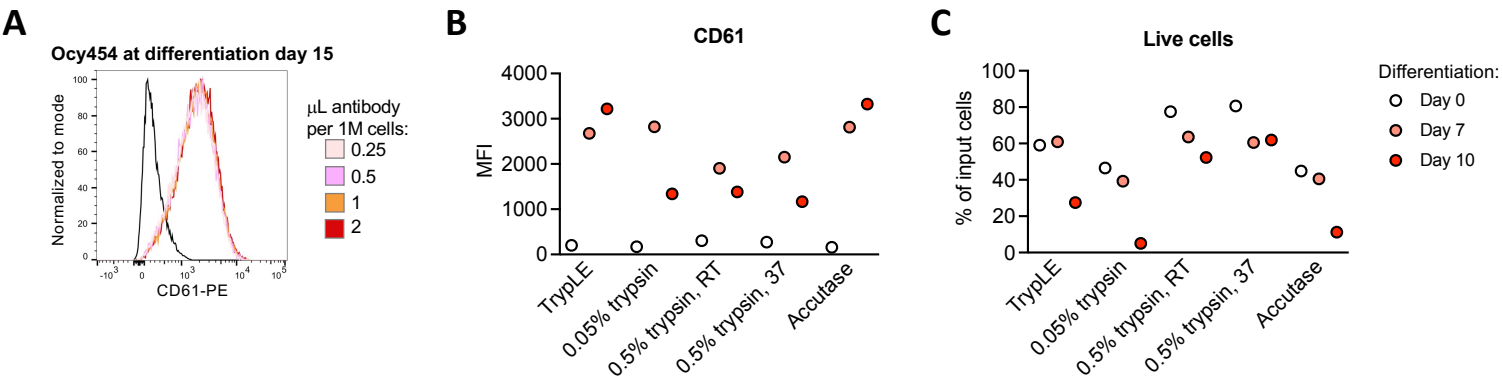

Supplemental Figure 5

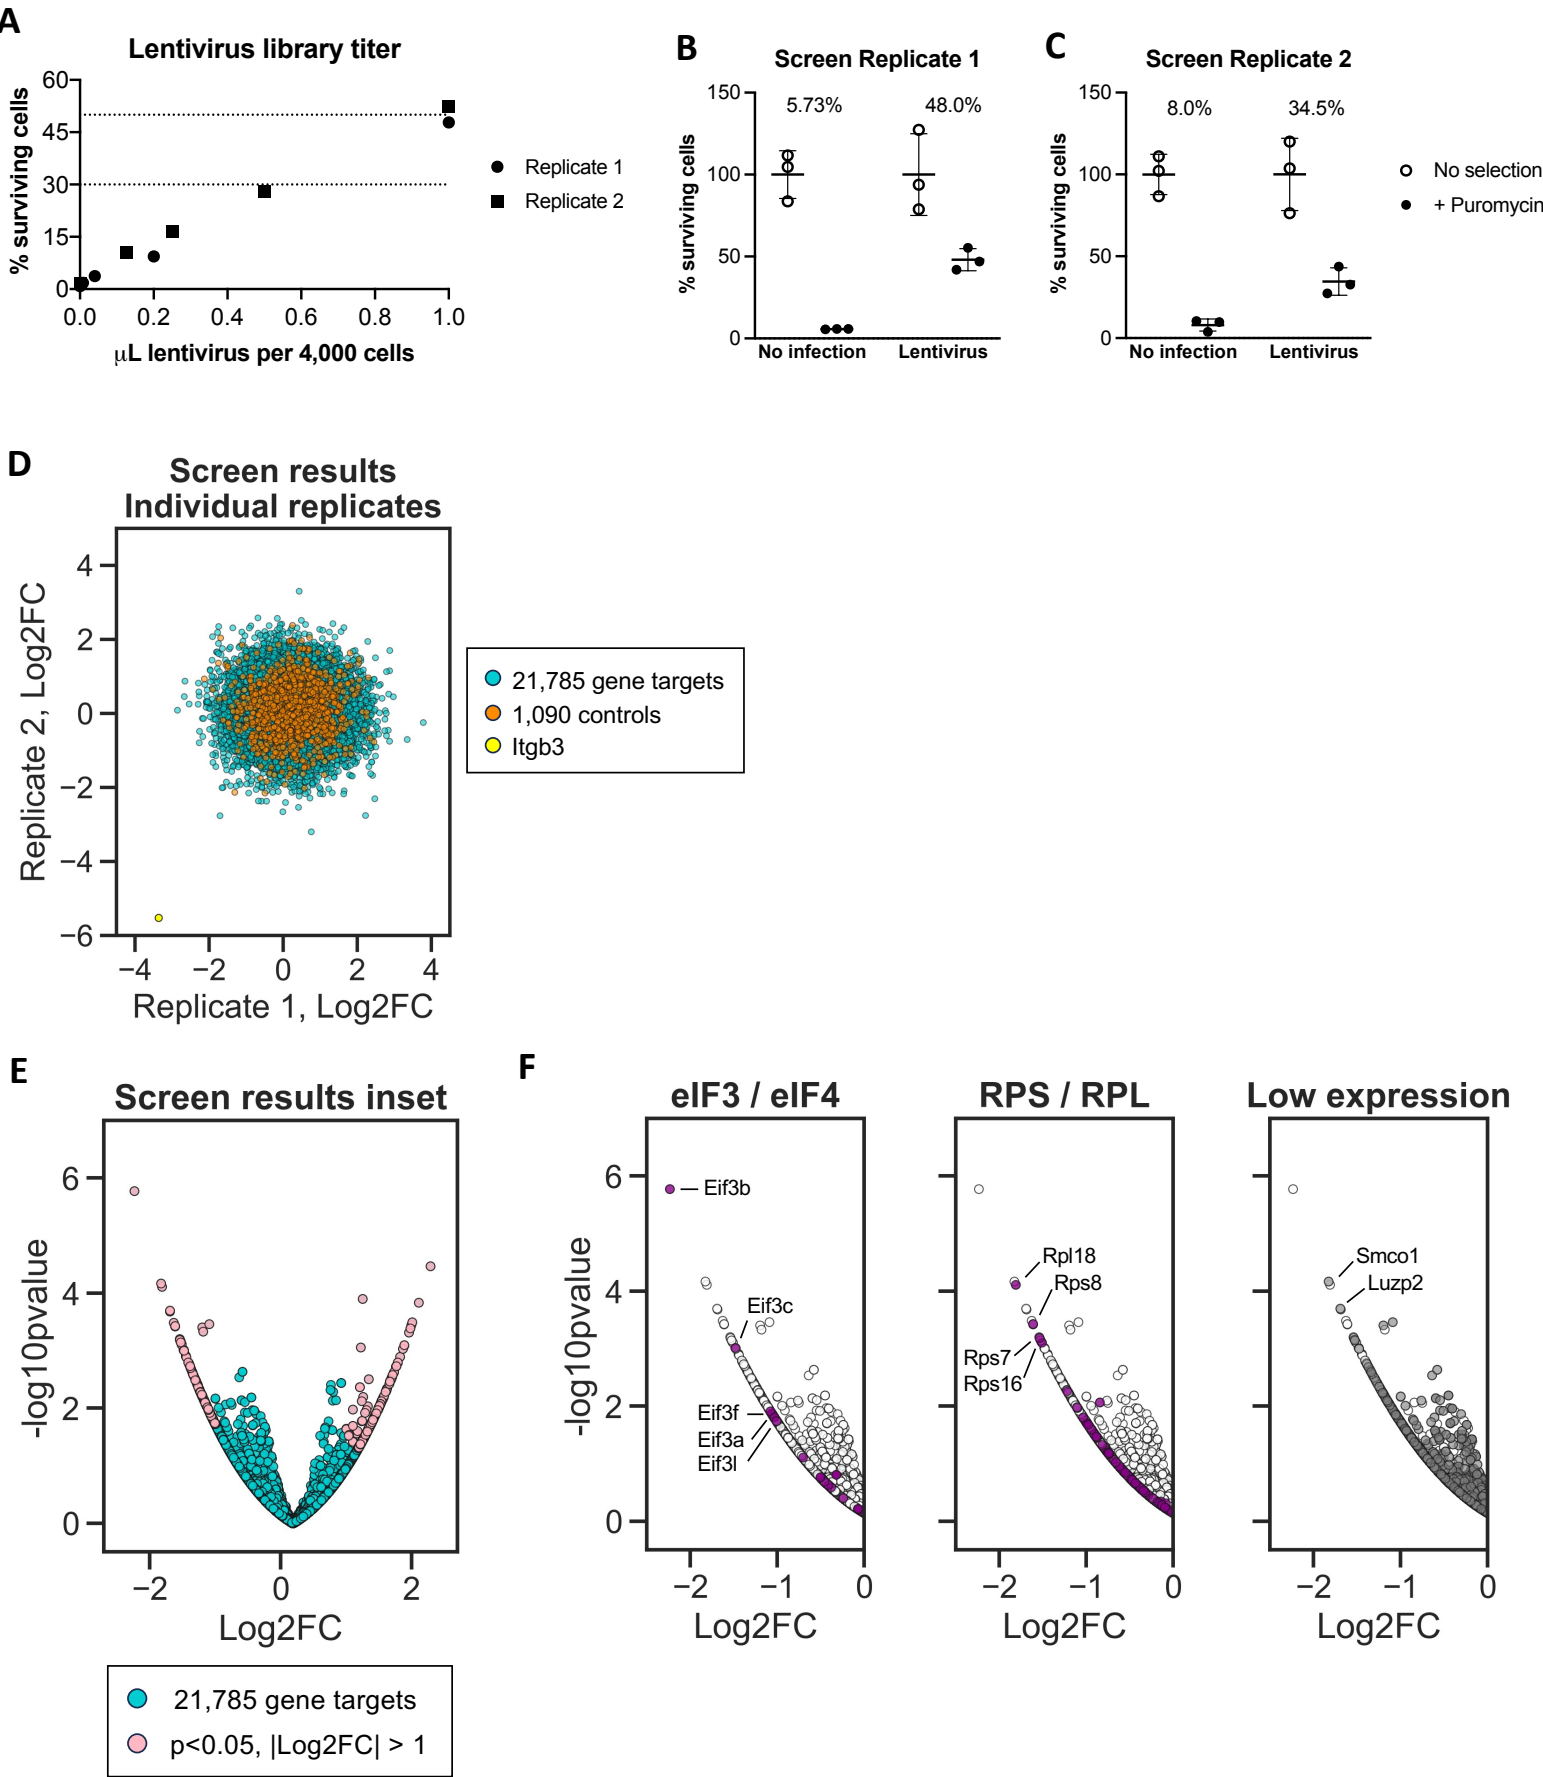

# Supplemental Figure 6

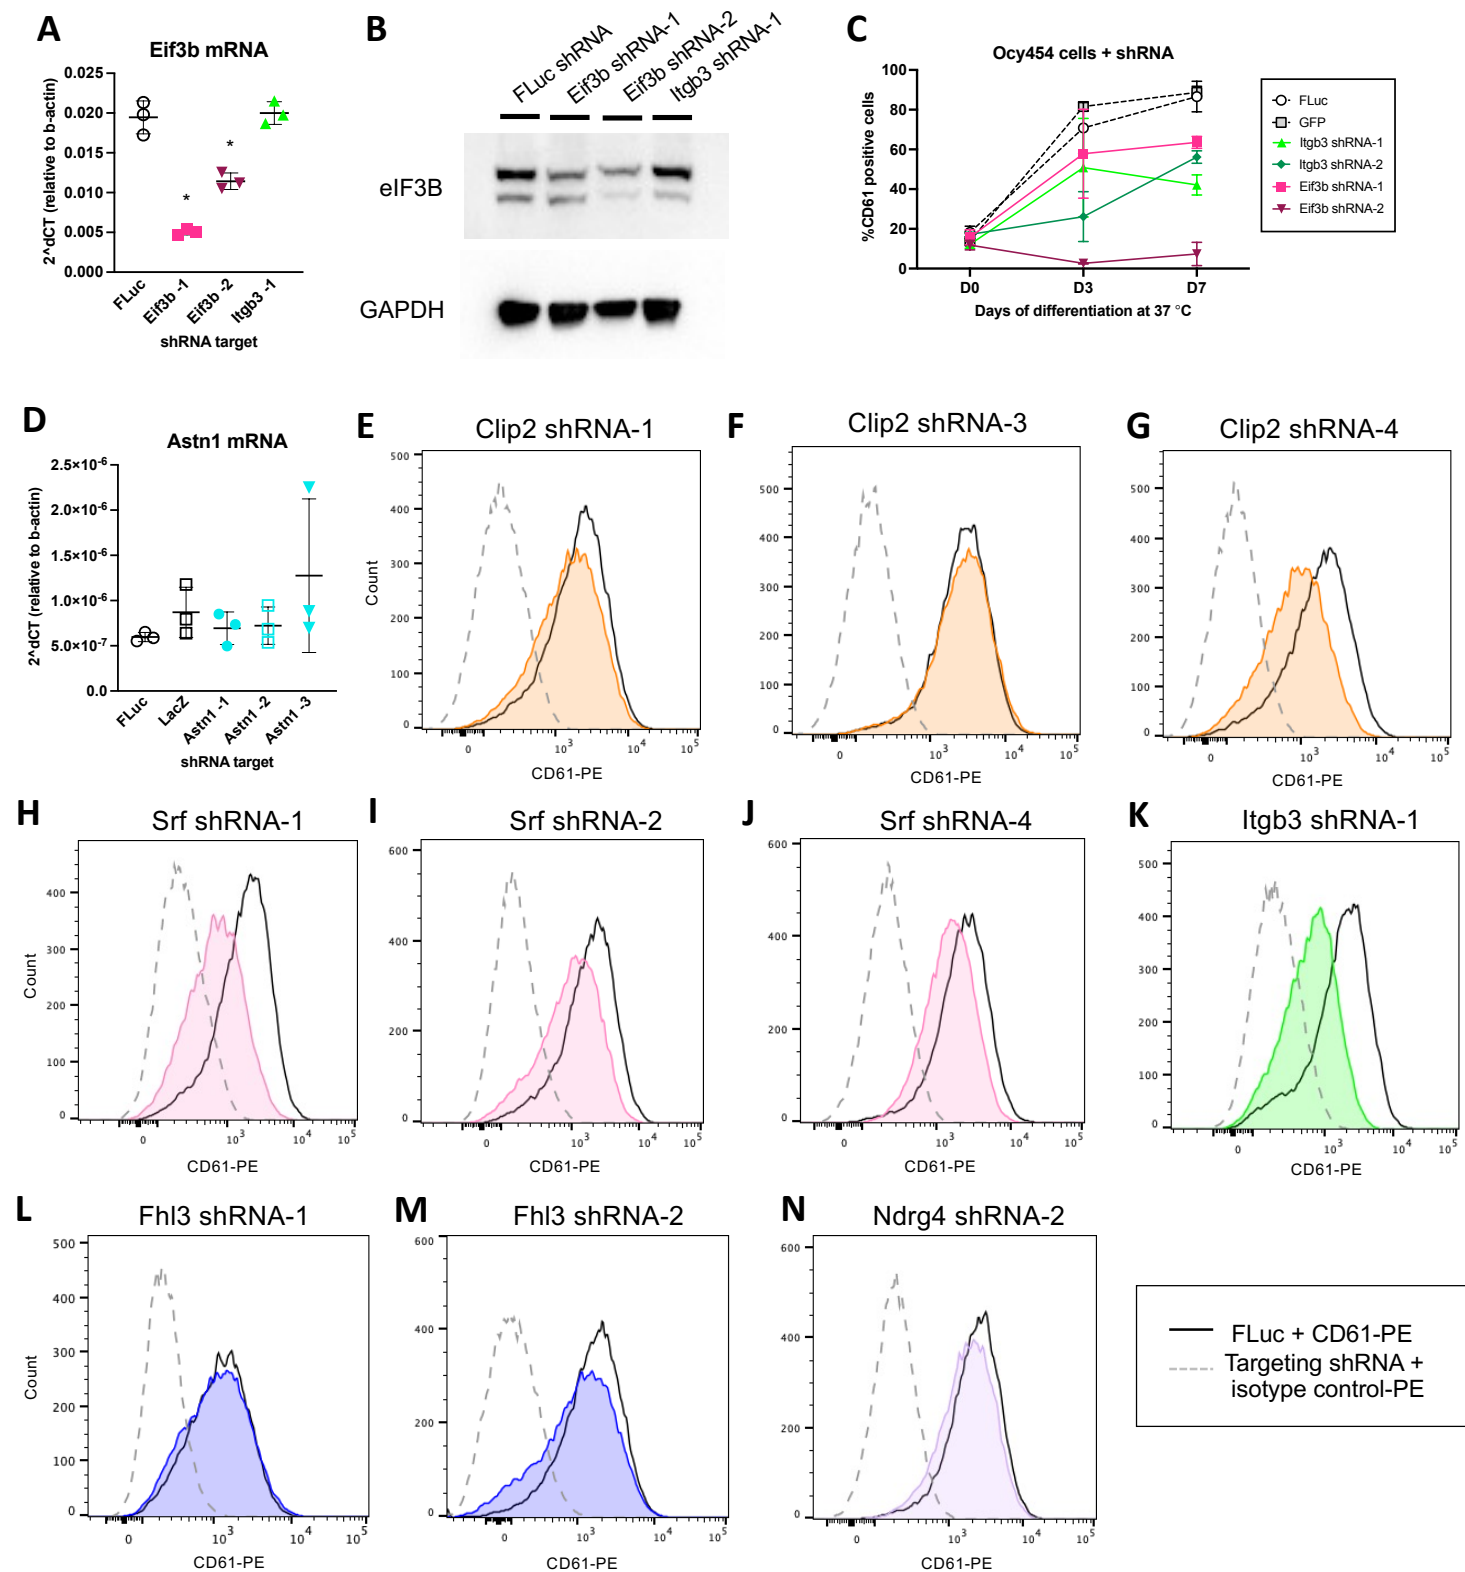

Supplemental Figure 7

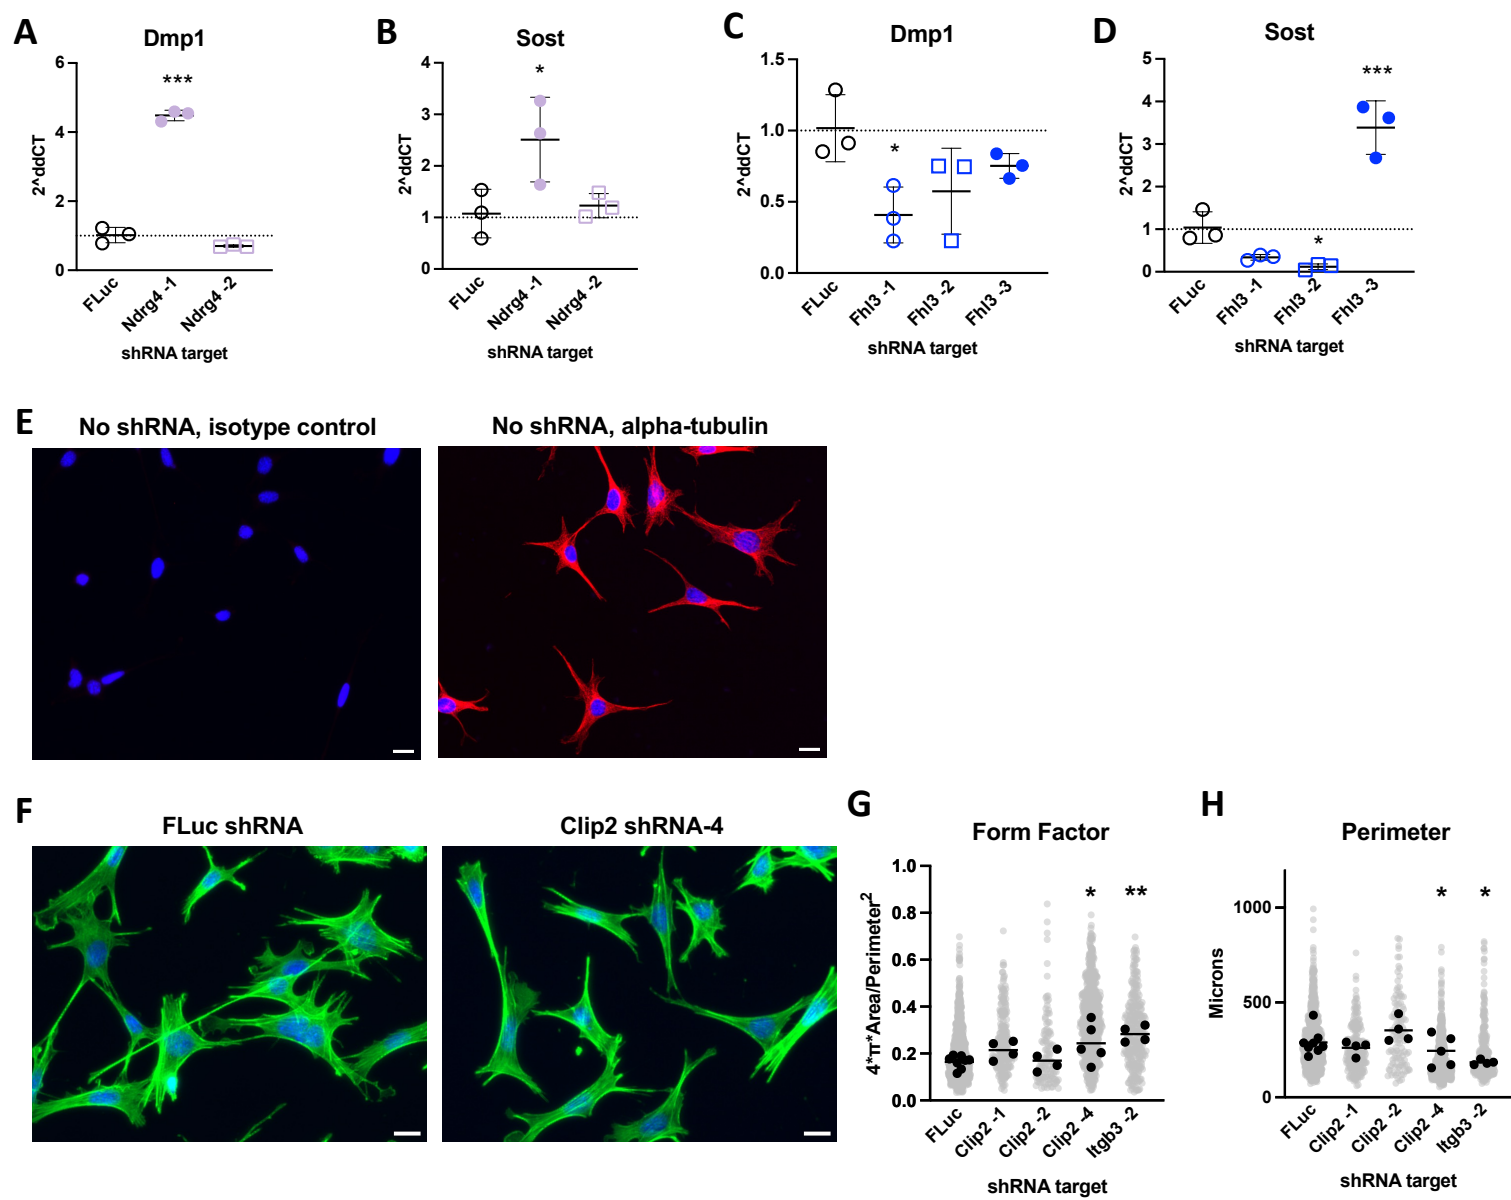

## Supplemental Figure Legends

### Supplemental Figure 1:

A) Volcano plot of Ocy454 differentiation at day 7 compared to day 1.  
B) Volcano plot of Ocy454 differentiation at day 10 compared to day 1.  
C) Volcano plot of Ocy454 differentiation at day 14 compared to day 1.  
D) Heat map shows z-scored counts per million for osteoblast to osteocyte transition genes, osteocyte signature genes, and genes encoding prospective surface markers for flow cytometry. All genes included in heat map are significantly differentially expressed ( $FDR < 0.01$ ) in at least one comparison to Day 1. Scaling is calculated individually for each row; therefore, no inferences should be made about relative abundances of genes within each timepoint.

### Supplemental Figure 2:

A) Flow cytometry results show percent of single, live Ocy454 cells labeled with CD61-FITC antibody compared to isotype control at a range of differentiation timepoints. Lines connect matched subcultures of cells followed over time. Error bars show standard deviation for technical replicates in each test.  
B) Flow cytometry results show percent of single, live Ocy454 cells labeled with CXCR7-PE antibody compared to matched isotype controls at a range of differentiation timepoints. Lines connect matched subcultures of cells followed over time. Error bars show standard deviation for technical replicates in each assay. Scatter plots show representative tests of single, live, CXCR7 and isotype control-labeled cells at differentiation day 15.  
C) Flow cytometry results show percent of single, live Ocy454 cells labeled CD43-FITC antibody compared to matched isotype control at a range of differentiation timepoints. Lines connect matched subcultures of cells followed over time. Error bars show standard deviation for technical replicates in each assay. Scatter plots show representative tests of single, live, CD41 and isotype control-labeled cells at differentiation day 15.  
D-F) Flow cytometry results show percent of single, live Ocy454 cells labeled with indicated antibodies compared to matched isotype controls at a range of differentiation timepoints. Lines connect matched subcultures of cells followed over time. Error bars show standard deviation for technical replicates in each assay.

**Supplemental Figure 3:** Top gene ontology terms of 501 genes enriched in CD61-low cells ( $\text{Log}_2\text{FC} > 1$  and  $p_{\text{adj}} < 0.01$ ).

### Supplemental Figure 4:

A) Histograms show intensity of CD61-PE fluorescence compared to isotype control (black line) in populations of single, live Ocy454 cells when equal numbers of cells were incubated with the indicated amount of total antibody.  
B) Median fluorescence intensity (MFI) of CD61-PE following cell dissociation with each reagent at a range of differentiation timepoints. Each point represents one test of >25,000 live single cells.  
C) Percent of prepared cells passing FACS gates based on size, singlets, and viability following cell dissociation with each reagent at a range of differentiation timepoints.

### Supplemental Figure 5:

A) Scatter plot showing cell viability after infection with Dolomiti A lentivirus library and puromycin selection, indicating multiplicity of infection (MOI) achieved with each volume of lentivirus. The targeted MOI of 30-50% is indicated with horizontal dashed lines.  
B) Cell viability after infection with Dolomiti A lentivirus library or no lentivirus and puromycin selection or no puromycin selection in CRISPRi screen replicate 1. Cells were treated in parallel

to the screen and prepared in biologic triplicates. Counts were performed after 5 days of puromycin selection.

C) Cell viability after infection with Dolomiti A lentivirus library or no lentivirus and puromycin selection or no puromycin selection in CRISPRi screen replicate 2. Cells were treated in parallel to the screen and prepared in biologic triplicates. Counts were performed after 4 days of puromycin selection.

D) Scatter plot shows Log2FC results for CD61<sup>high</sup> vs CD61<sup>low</sup> in two individual replicates of the CRISPRi screen. Each point represents one gene targeted by at least 3 sgRNAs in the pooled screening library. Control points represent groups of three non-targeting or intergenic site-targeting sgRNAs.

E) Inset of volcano plot showing CRISPRi screen results for CD61<sup>high</sup> vs CD61<sup>low</sup> groups for both replicates. Control sgRNAs and Itgb3-targeting sgRNAs are omitted. Each point represents one gene targeted by at least 3 sgRNAs in the pooled screening library.

F) Volcano plot insets showing all gene targets enriched in CD61<sup>low</sup> cells (Log<sub>2</sub>FC<0). 

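Expression of the 202 gene targets was read from both RNA-sequencing datasets, without a test. By symbol, 184 targets matched the differentiation table and 186 the sorted libraries, 175 of them both, and the others were not analysed here. At least 1 library had a CPM above 1 for 119 targets in the differentiation data and for 123 in the sorted data. Of the 175 targets matched in both, 116 passed this level in both, 3 only in the differentiation data, 1 only in the sorted data and 55 in neither. In the differentiation data 39 of the matched targets had 0 reads in all 8 libraries together. Asking for a CPM above 1 in every library lowered the numbers to 110 and 117, and a level of 0.5 CPM in at least 1 library raised them to 123 and 128. The median target had a mean of 16.7 CPM in the differentiation data and 15.7 CPM, without TMM scaling, in the sorted data.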

Labeled genes encode components of the eukaryotic translation initiation factor complex (eIF3/eIF4), encode small or large ribosomal protein subunits (RPS/RPL), or are not detected in RNA-sequencing datasets of Ocy454 cells (Supplemental Figure 1, Figure 1G).

#### **Supplemental Figure 6:**

A) mRNA expression of *Eif3b* in Ocy454 cells at differentiation day 7 following stable infection with the indicated shRNAs. Lines show mean +/- SD of three biologic replicates. \*p<0.05.

B) Western blot shows expression of eIF3B protein in Ocy454 cells at differentiation day 7 following stable infection with the indicated shRNAs.

C) Flow cytometry results show percent of cells labeled with CD61-PE antibody compared to isotype control at each differentiation timepoint following stable infection with the indicated shRNAs. Error bars show standard deviation for all replicates at each time point.

D) mRNA expression of *Astn1* in Ocy454 cells at differentiation day 7 following stable infection with the indicated shRNAs. Lines show mean +/- SD of three biologic replicates.

E-N) Histograms show intensity of CD61-PE fluorescence compared to isotype control at differentiation day 7 for cells stably expressing the indicated shRNA and cells expressing FLuc shRNA.

#### **Supplemental Figure 7:**

A-D) mRNA expression of osteocyte maturity genes at differentiation day 10 in Ocy454 cells stably expressing the indicated shRNAs. Lines show mean +/- SD. \*p<0.05, \*\*\*p<0.001 by one-way ANOVA with Dunnett's multiple comparisons tests compared to FLuc.

E) Alpha-tubulin immunofluorescence or isotype control immunofluorescence (red) and DAPI (blue) in Ocy454 cells without shRNA infection. Scale bars = 20 μm.

F) Ocy454 cells labeled with phalloidin (green) and DAPI (blue) following stable expression of the indicated shRNAs. Scale bars = 20 μm.

G-H) Cell Profiler measurements of form factor and perimeter using phalloidin staining images. Each plotted point represents metrics of one cell. Each black point represents the median of all measurements in one experimental replicate. Grey points show measurements of all individual cells in all replicates. Lines designate the mean of n=4-8 experimental replicates. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001 by mixed-effects analysis grouped by experiment followed by Dunnett's multiple comparisons tests versus FLuc.

How the deposited data were processed for this re-analysis (not part of the article)

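2 RNA-sequencing experiments on mouse Ocy454 cells were analysed, with 14 libraries in all. The differentiation experiment has 8 libraries, 2 biologic replicates at each of days 1, 7, 10 and 14 of differentiation. The sorting experiment has 6 libraries, 3 of CD61 high and 3 of CD61 low cells, the 10% of cells with the highest and lowest CD61 surface signal. Samples were assigned to groups and replicates by the labels they were deposited with, read against the paper's methods. The flow cytometry, the CRISPR interference screen, the shRNA and imaging experiments and the MC3T3-E1 cultures were not analysed here.

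For the differentiation experiment, the authors mapped reads with STAR, counted them with HTSeq-count and deposited CPM values for 39179 genes, scaled so that each library sums to 1000000. The paper's text does not name the build, the annotation or the tool versions behind this table. Of the CPM values, 99.998% (99.996% of those above 0) lay within 0.01 of a whole multiple of 1 read, so the reads per library could be recovered. They range from 27518605 to 34311238 with a median of 31454642. Of the gene identifiers in the table, 34199 (87.3%) are in the GENCODE M39 annotation used here for coordinates. For the sorting experiment, the authors quantified paired-end reads with Salmon against the GRCm39 transcriptome, release 104, and deposited Salmon's estimated counts per transcript, which need not be whole numbers and are not normalized. The same deposited files hold TPM values that the authors obtained from Salmon, and these were not used for any test. The estimated counts total 18815602 to 19220064 per library with a median of 19059368. All of the deposited columns of samples were used, and no entry of the tables lacked a gene or transcript name. Depth sets a limit on genes at low expression, where a gene with 0 reads may still be present at up to the value of 3 reads, a limit that covers counting error only.

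Estimated counts were summed over transcripts with the GENCODE M39 annotation of GRCm39 and rounded to whole numbers. TMM factors were computed over all genes, before the filter on low counts. Genes with at least 5 normalized counts in all 6 libraries were tested with edgeR 4.0.16 (quasi-likelihood test, Benjamini-Hochberg adjustment) in R 4.3.3. The order of TMM and filter had not been fixed beforehand; the order run first was kept, and the other order, which gives the paper's count of genes higher but not that of genes lower, is reported among the alternatives. CPM values after TMM scaling were used for display. Differentiation libraries were compared on log2(CPM + 1) with limma 3.58.1 (eBayes with a trend) for genes with a CPM above 1 in at least 1 library. Genes were called at an adjusted p below 0.01 and a Log2FC above 1 or below -1, the thresholds of the paper's volcano plot. Gene lists were tested with camera at a preset inter-gene correlation of 0.01 and with fry, adjusted over the lists, with a threshold of 0.05. The 9 lists written before the data were examined were bone formation, interferon-stimulated, cell cycle, immediate early, ribosomal protein, collagen, integrin and tubulin genes and the screen gene targets of Data S3. A list of HIF target genes and a list of macrophage marker genes were added after the data had been seen but before the values of their members were looked at.

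The genes named in the text follow a rule set before the data were examined: the 21 genes the paper names in connection with RNA-sequencing or the choice of candidates, and for each of 2 comparisons the 5 largest increases and the 5 largest decreases in Log2FC among genes past the threshold whose replicates do not overlap between the groups and whose mean is at least 5 CPM. Genes named outside this rule are marked as chosen after their values were seen. Coordinates were taken from GENCODE M39 on GRCm39. The positions of the sgRNAs were searched in GRCm39 only around the start of *Itgb3*. Those of the *Clip2* shRNA and primer sequences were searched only within the *Clip2* gene. All quantitative PCR primers were also searched in the transcripts of their own genes. Sequence was read from the genome with samtools 1.23.1. The rest of the genome was not searched, so matches elsewhere stay open. Tables were handled with Python 3.11.15 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

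The alternatives were DESeq2 1.42.0, RLE size factors, no filter or edgeR's own filter on low counts, an offset for transcript length, a test against a Log2FC of 1, an adjusted p below 0.05, the replicate number as a block and each library left out in turn for the sort, and a pseudocount of 0.1, other filters (including a mean of at least 5 CPM), quantile normalization, no trend, a fit on the 4 libraries compared, edgeR on the recovered reads, the block and each library left out for the time course. Added after the data had been seen were scaling by library size alone, TMM after the filter, DESeq2 with a length correction, TMM scaling of the recovered reads and a correction that removes each library's loess trend (span 0.3) over GC content and transcript length. GC content and length were known for 100% of the genes tested in the sort and 98.7% of those tested in the time course. The fits were tested on simulated counts drawn from the real libraries' means, with about 200 genes changed well beyond a Log2FC of 1. Genes varied independently, all had the same relative spread, and increases and decreases were drawn at random. Recovery there says nothing about genes near the threshold or libraries whose TMM factors differ. For CD61 high against CD61 low cells the edgeR test recovered 195 of the 195 changed genes tested among 12559 genes, and for day 14 against day 1 limma recovered 200 of 200 among 12368 genes. Of 100 random lists of 40 genes in a simulated sort with no gene changed, 2 had a camera p below 0.05. Genes varied independently there, so the preset inter-gene correlation was not tested. Gene ontology enrichment and the paper's comparison with MC3T3-E1 cells were left out.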

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

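For the ribosomal protein genes, the tests of scaling, of GC content and gene length and of the closer match were chosen only after the result was seen; the list of HIF target genes was written after the data had been seen, because of *Egln3*, *Ndufa4l2* and *Car9*, and leaves those 3 genes out.

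HIF target genes, which respond to low oxygen, are a group the paper does not discuss, and they rose during differentiation. The median Log2FC of 34 genes was 2.32 at day 14 against day 1, 32 of them were higher and 28 were called higher (camera in limma, adjusted p = 3.7e-18 over 11 lists). The median of their mean CPM was 50.5 at day 1, 107 at day 7, 80.8 at day 10 and 192 at day 14, and the median Log2FC at days 7 and 10 was 1.76 and 1.06. Of list members looked at afterwards, *Vegfa*, *Ldha* and *Pgk1* had Log2FC of 2.58, 2.40 and 2.28 at day 14, while *Hif1a* mRNA changed by 0.24. The list shares 0 genes with the other lists. Technical explanations found no backing in 2 tests: the median was 2.33 after quantile normalization between libraries, where the median of all genes was -0.05, and 2.34 after removing each library's trend over GC content and transcript length. The same genes were also higher in CD61 high than in CD61 low cells sorted from the same cultures, with a median Log2FC of 0.92, 29 of 34 genes higher and 15 called higher (camera, adjusted p = 3.6e-14). With scaling by library size alone this median was 0.62, with 5 genes called higher and 1 lower. It is therefore a hypothesis, found and tested on these data, that a response to low oxygen or a shared metabolic program accompanies maturation. What stays open is whether it follows differentiation or the density and age of the culture, since each day of collection is 1 condition, and no oxygen level or other culture density is among the libraries. Reads shared between glycolytic genes and their pseudogenes were not tested.

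Ribosomal protein genes, which enter the paper as targets of the screen and not as genes that differ between the sorted groups, were higher in CD61 high cells. The median Log2FC of 77 genes was 0.61, and 74 of them were higher, though only 3 passed a Log2FC of 1 (camera on the edgeR fit, adjusted p = 2.7e-11; fry, adjusted p = 0.011). Leaving out each library in turn gave medians from 0.51 to 0.69. With scaling by library size alone the median was 0.31, where the median of all genes was -0.30, and it was 0.52 after the GC and length correction. Scaling by library size alone moves all genes nearly alike, so it could not change the shift relative to other genes. That shift was kept after the GC and length correction. With library size alone fry, which tests the list on its own, gave an adjusted p of 0.10. A test set beforehand compared the list with 10000 random lists of other genes matched on transcript length and mean CPM. Their medians centred on 0.32, with 95% of them between 0.20 and 0.42 and the highest at 0.58, all below the list. The match was incomplete, with a median length of 1401 bases against 1051 in the list and a median of 291 against 354 CPM. A closer match, within 0.5 log2 units in both, was possible for 54 of the 77 genes. Their median was 0.61, against 0.26 for 10000 lists matched in this way (95% between 0.12 and 0.41, median length 1541 against 1321 bases), and 99.99% of these lists lay below it. For the 54 genes this argues against short, abundant transcripts in general as the whole cause, though they may account for part of the shift. For the other 23, too few genes of like length and CPM exist, and it cannot be told apart. In the time course 57 of 76 ribosomal protein genes were higher at day 14, with a median Log2FC of 0.29 (camera, adjusted p = 7.0e-04; fry, adjusted p = 0.0044). Of these 76 genes, 0 were called higher and 2 lower, with 53 higher and 15 lower at an unadjusted p below 0.05. At day 7 the median was 0.39, with 63 of 76 higher and 0 called either way. At day 10 it was 0.42, with 60 of 76 higher, 3 called higher and 0 lower. A difference in translation capacity between the sorted groups is a possible explanation that stays open, as do RNA quality after sorting and the division of reads between ribosomal protein genes and their many pseudogenes, none of which was tested.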

How the results depend on the processing

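Scaling by library size alone, TMM after the filter, DESeq2 with a length correction, the GC and length correction and TMM scaling of the recovered reads were chosen after the data had been seen; the other alternatives were set before the data were examined. In all, 148 results were recomputed, which gave 2676 values. Of these, 2613 kept the direction and the side of the threshold, or stayed within the limit used for counts and values without a test. The other 63 did not. The share kept is no measure of stability, since several settings leave a gene's fold change exactly as it was. The 6 sign changes with single libraries left out, given below, count among the values kept. All alternatives set beforehand were run.

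The counts of genes between CD61 high and CD61 low cells moved by less than 1.5 times under 10 of 12 alternatives, from 530 to 624 higher (585 in the fit reported) and from 481 to 715 lower (528). The exceptions were a test against a Log2FC of 1, with 188 higher and 213 lower, which is stricter by construction, and scaling by library size alone, with 314 higher and 981 lower. That scaling moves the median Log2FC of all genes to -0.30, so that 24.2% of the genes called were higher in place of 52.6%, and changes under it are relative to that median. The cause of the shift was not tested. TMM after the filter gave 564 genes higher, all of them among the 585, and 543 lower. Leaving out each library in turn gave from 502 to 591 genes higher and from 478 to 539 lower.

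For the time course, edgeR on the recovered reads called 876 genes higher at day 7 (571 in limma), and a pseudocount of 0.1 called 833. At day 14 the counts ran from 709 to 1334 higher and from 572 to 972 lower over 11 alternatives. The filter, the trend, the 4-library fit, the block and an adjusted p below 0.05 moved these counts by at most 1 gene, apart from the filter on a mean of at least 5 CPM. This says little about stability, since in these low-variance libraries nearly every gene beyond a Log2FC of 1 also passed the adjusted p, and the fold change decides the calls. With 2 libraries per day, a day left with 1 library gives no test.

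The bone formation, interferon-stimulated, immediate early and ribosomal protein lists kept their direction under all 10 alternatives in both experiments. They also stayed past the threshold of 0.05 in camera, which compares a list with other genes. Scaling by library size alone moves all genes nearly alike and so hardly tests the camera result. In fry, which was repeated for the alternatives of scaling and of GC content and length, the immediate early and ribosomal protein lists fell short in the sort with library size alone (adjusted p = 0.13 and 0.10 over 11 lists). In the sort their medians ran from 0.98 to 1.32, from -2.36 to -2.01, from 0.08 to 0.44 and from 0.31 to 0.61. The cell cycle list in the sort lay close to the threshold (0.38, adjusted p = 0.053), and passed it without the filter (0.38, adjusted p = 0.011), with edgeR's own filter (0.38, 0.044), with the transcript length offset (0.32, 0.011), with the replicate block (0.37, 0.024), with DESeq2 and a length correction (0.32, 0.010) and with the GC and length correction (0.36, 0.011); over all alternatives its adjusted p ran from 0.010 to 0.19. With single libraries left out its median was 0.33 to 0.37 and its adjusted p 0.014 to 0.10. The collagen list fell short without the filter (0.46, adjusted p = 0.058) and with edgeR's own filter (0.94, 0.055), and its medians with single libraries left out were 0.86 to 1.13 (adjusted p 0.0094 to 0.18). The median of the integrin list turned negative without the filter (-0.0365) and with library size alone (-0.15), and was 0.078 to 0.19 with single libraries left out (adjusted p 0.010 to 0.076). The cause was not tested for these lists.

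At day 14 the median of the integrin list, not past the threshold, turned to 0.0093 without the filter, and the tubulin list (-0.33) had an adjusted p of 0.056 without the trend, with the cause not tested. With single libraries left out the day 14 medians were 0.24 to 0.30 for ribosomal protein, -0.089 to -0.023 for cell cycle, -0.79 to -0.66 for collagen, -0.36 to -0.29 for tubulin and -0.22 to -0.18 for screen target genes.

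The rho between the sort and day 14 was 0.54 in the fit reported, 0.42 with day 7 and 0.43 with day 10, and 0.52 to 0.56 under the remaining alternatives and with single libraries left out. The share of genes going the same way was 93.0% with day 7 and 93.4% with a pseudocount of 0.1, against 95.5%.

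Among single genes, 9 values changed sign under the alternatives, and 6 more with single libraries left out, of *Ptger4* and *Eif3b* at day 7, *Srf* at day 10 and *Ndrg4* and *Rpl18* at day 14, none of which had been past the threshold. With library size alone *Spn* had -0.045 and *Ndrg4* -0.0031 in the sort. *Eif3b* at day 7 had 0.029 with edgeR, 0.045 with the GC and length correction and 0.029 with TMM scaling. *Ndrg4* at day 14 had 0.021, 0.041 and 0.016 under the same settings, and *Rpl18* at day 14 had -0.044 with the GC and length correction. A further 19 single-gene values changed their side of the threshold, 11 weaker and 8 stronger. Most of the weaker ones concern *Car9* in the sort, whose Log2FC of 1.04 lies at the threshold and was 0.97 without CD61 low replicate 2, 0.99 without CD61 low replicate 3, 0.97 without CD61 high replicate 2 and 0.74 with library size alone. The stronger ones include *Sost* at day 7, which had 0 reads at day 1, so that its fold change depends on what is added to 0.

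Libraries that share a replicate number did not deviate together, with correlations of -0.32, 0.22 and -0.06 in the sort and 0.01, 0.01 and 0.05 between day 1 and days 7, 10 and 14. With the replicate block, 574 genes were higher and 509 lower in the sort, 567 and 504 of them shared with the fit reported, and apart from the cell cycle list the block changed no call of the lists.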

Differences from the paper's values

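The *Sost* Log2FC between day 14 and day 1 is 12.16 in the part of Data S1 read here, the paper's value, against 4.22 from limma on log2(CPM + 1). *Sost* had 0 reads at day 1, so each fitted value depends on what is added to 0, and neither is a bound. Of the alternatives set before the data were examined, edgeR on the recovered reads gave 12.14, near the paper's value, which decides nothing where day 1 has 0 reads. None of the others came near it: a pseudocount of 0.1 gave 7.47, and the remaining settings lay between 4.13 and 4.25.

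For *Srf* at day 14 the paper's Log2FC is 0.5522 and the value here is 0.5118. The difference lay just above the limit used, limma's standard error of 0.0402 in the fit reported. That limit is a standard error and not the spread between replicates. The difference was within it under 5 alternatives set before the data were examined. These were quantile normalization (0.520), edgeR on the recovered reads (0.546), the fits without day 1 replicate 1 (0.540) or without day 14 replicate 1 (0.537), and a pseudocount of 0.1, which hardly moved the value (0.515 against 0.512) and so left the gap itself nearly as it was. The difference stayed above the limit without the filter, with a mean of at least 5 CPM, without the trend and with the block. The same held with the 4 libraries compared, at an adjusted p below 0.05 and with other libraries left out (0.48 to 0.51). TMM scaling of the recovered reads (0.54) and the GC and length correction (0.56), both chosen after seeing the values, also fell within the limit.

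The paper's counts of 564 genes higher and 501 lower in CD61 high cells stand beside 585 and 528 here, differences within the limit used. The fit with TMM factors computed after the filter gave 564 higher and 543 lower, and DESeq2 with a length correction and the filter after the fit gave 561 higher and 501 lower among 12044 genes; both were chosen after seeing the values.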

Other observations

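For the cell cycle genes and for the genes that turn at day 10, the tests of scaling were chosen only after the result was seen, as were the genes named as examples, the list of macrophage markers, scaling by library size alone and the GC and length correction.

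Only 1 of the 10 ways to split the 6 sorted libraries 3 against 3 called as many genes as the real one (1113), namely the real one itself. The other 9 splits called 0 genes, with 36 to 627 genes at an unadjusted p below 0.05, against 6831 in the real split. With 10 splits this share is never below 0.1, so the share decides nothing by itself.

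Interferon-stimulated genes, whose terms the paper lists in Fig. S3, were lower in CD61 high cells. The median Log2FC of 32 genes was -2.06, all 32 were lower and 27 were called lower (camera, adjusted p = 1.3e-50; fry, 5.4e-05). At day 14 against day 1 the median of 36 genes was -0.76, 8 were higher and 12 were called lower (camera, adjusted p = 8.8e-04; fry, 8.1e-05). The median of their mean CPM was 14.6, 4.36, 10.1 and 6.19 at days 1, 7, 10 and 14. Neither scaling nor GC content and length accounts for the whole difference, since the median in the sort was -2.36 with library size alone and -2.05 after the GC and length correction. Macrophages among the CD61 low cells would bring their abundant transcripts, but 3 of 17 markers exceeded 1 CPM there, *Cd68* with 15.7 CPM (7.27 in CD61 high cells), *Cd14* with 6.36 and *Fcer1g* with 1.22 (each lower in CD61 high cells), while *Lyz2* had 0.442 CPM and *C1qa*, *C1qb*, *C1qc* and *Tyrobp* had 0 counts in CD61 low cells. A lower interferon response in maturing cells is a hypothesis found on these data.

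Cell cycle genes changed little at day 14. The median Log2FC of 44 genes was -0.06, 19 were higher, and 1 was called higher and 2 lower (camera, adjusted p = 0.56). Camera thus found the list no lower than other genes. Fry, which tests the list on its own, was past the threshold (adjusted p = 0.0062 over 11 lists, and 0.0050 under quantile normalization). It was not past it with TMM scaling of the recovered reads (0.052) or after the GC and length correction (0.061). A small fall stays open and depends on the scaling. The median of their mean CPM was 124, 123, 95.1 and 126 at days 1, 7, 10 and 14, with a median Log2FC of -0.23 at day 10 (camera, adjusted p = 0.0011 over 11 lists). *Mki67* had 283 ± 22.3 CPM at day 1 and 299 ± 27.9 CPM at day 14 (SD, n = 2; adjusted p = 0.15, limma), while *Top2a* went from 562 ± 5.04 to 518 ± 19.6 CPM (SD, n = 2; Log2FC -0.12, adjusted p = 0.0051). Under quantile normalization 1 gene of the list was called lower, which argues against scaling between libraries as what hides a large fall. Dividing cells confined to the CD61 low fraction would make the list lower in CD61 high cells, and its median there was 0.38 (29 of 44 higher; camera, adjusted p = 0.053; fry, 0.017). Its genes went both ways, with 26 higher and 12 lower at an unadjusted p below 0.05. Scaling by library size alone gave a median of only 0.077 (24 of 44 higher; camera, adjusted p = 0.21 over 11 lists; fry, 0.10). Day 1 libraries were collected at 37 °C, and no library grown at 33 °C is among them, so what stays open is how these levels compare with growing cells.

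The correlation between the sort and day 14 was not lowered by the GC and length correction (rho 0.56), and among the 9478 genes called in neither experiment rho was 0.43, so it rests neither on that bias nor on the called genes alone. Of these results, no biological cause was tested.

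Between days 7, 10 and 14, 82 genes turned, 50 with a dip and 32 with a peak at day 10. Of these, 78 kept their calls under quantile normalization, which argues against scaling between libraries. Each day is also a separate harvest, so an effect of the harvest stays open.

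For named genes, the 2 experiments compare as follows. *Mmp13*, higher in CD61 high cells, had 94.2 CPM at day 1, 6.17 at day 7, 11.6 at day 10 and 32.6 at day 14 (Log2FC at day 14 of -1.50). *Ptger4* also went opposite ways, as it rose to day 14 and had a Log2FC of -0.85 in the sort (edgeR, adjusted p = 0.0033). *Spn*, which rose to day 14, had a Log2FC of 0.26 in the sort (adjusted p = 0.047, not past the threshold). *Clip2* had 53.4 ± 3.54 CPM by day 7 (SD, n = 2; Log2FC -0.59), so its fall was complete by then.

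The paper's quantitative PCR primers were searched by exact match in the transcripts of their own genes only. The *Clip2* reverse primer, CTGGGTCTGGGTCTCCAAGT, has 12 of its 20 bases, at its 5′ end, in exon 9 of *Clip2*-202 (chromosome 5, 134533588 to 134533692, GRCm39), which *Clip2*-201 lacks, and 8 in exon 8. *Clip2*-201 held 92.5% to 100% of the *Clip2* counts of the sorted libraries and *Clip2*-202 at most 7.53%. Likewise *Astn1*-201, with 100% of the *Astn1* counts, lacks the forward primer, and *Ndrg4*-203, with 84.8% to 96.7%, lacks the reverse primer. Salmon's index is older than the annotation searched, and a primer with a partial match can still amplify; amplification was not tested.

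The remaining lists were as follows. Immediate early genes had a median Log2FC of 0.39 in the sort (18 of 24 higher; camera, adjusted p = 7.8e-04; fry, 0.0072) and 1.10 at day 14 (20 of 24; 1.6e-06; fry, 3.0e-05). Collagen genes at day 14 had -0.75 (11 of 30 higher; 0.019; fry, 8.1e-05) and integrin genes -0.35 (8 of 18; 0.48; fry, 6.6e-04). Over 10 alternatives the day 14 collagen median ran from -0.85 to -0.10 (camera, adjusted p 7.8e-04 to 0.048), so its size depends on the processing. Tubulin genes had 0.41 in the sort (7 of 11; 0.24; fry, 0.089) and -0.33 at day 14 (3 of 12; 0.035; fry, 8.1e-05), and screen gene targets -0.11 (46 of 121; 0.51; fry, 0.097) and -0.19 (43 of 119; 0.020; fry, 8.1e-05). The tubulin median in the sort ran from 0.21 to 0.50 with single libraries left out (camera, adjusted p 0.050 to 0.63). It was 0.11 with library size alone (fry, adjusted p = 0.61). With scaling by library size alone, which moves the median of all genes to -0.30, the screen gene targets had -0.41 in the sort, with 2 called higher and 15 lower in place of 4 and 5 (fry, 5.4e-04). The macrophage list had -0.47 in the sort (3 genes, all lower; camera, adjusted p = 0.25; fry, 0.0099) and -0.20 at day 14 (4 genes; 0.70; fry, 0.72). Collection by day, handling during sorting and a change in the cells stay open for these lists, and no explanation was tested.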
